# Hepatocyte Circadian Clocks Control Cholesterol Metabolism and Protect From Metabolic Dysfunction–Associated Steatohepatitis

**DOI:** 10.1016/j.jcmgh.2026.101806

**Published:** 2026-05-12

**Authors:** Leonardo V.M. de Assis, Lina Jegodzinski, Julica Inderhees, Sylvia J. Wowro, Juliana Marques Affonso, Isabel Heyde, Emelie Luise Fischer, Witigo von Schönfels, Andrea Schenk, Florian Roßner, Michael Schupp, Jens U. Marquardt, Münevver Demir, Henrik Oster

**Keywords:** Bmal1, Bioinformatics, Chrebp, Circadian Bioinformatics, Clock Genes, Lipid Metabolism, Liver Metabolism, Palmitate

## Abstract

**Background & Aims:**

The circadian clock synchronizes physiological processes with the 24-hour light–dark cycle. Clock disruption contributes to metabolic disorders, including metabolic dysfunction–associated steatohepatitis.

**Methods:**

We investigated the role of the hepatocyte clock in metabolic dysfunction–associated steatohepatitis using hepatocyte-specific *Bmal1* deletion (Hep-Bmal1KO) mice.

**Results:**

Hep-Bmal1KO mice showed faster metabolic dysfunction–associated steatohepatitis progression with increased hepatic cholesterol, inflammation, and fibrosis. Transcriptomic and lipidomic analyses revealed dysregulated cholesterol metabolism in Hep-Bmal1KO mice, marked by reduced expression and disrupted rhythmicity of key cholesterol-related genes. Bioinformatic analyses identified *Chrebp* as a potential coregulator of these transcriptional changes. In an in vitro model with palmitate exposure and gene silencing, we found that *Bmal1*, but not *Chrebp*, regulated cholesterol accumulation, indicating *Bmal1’s* specific role in hepatic cholesterol metabolism. Translating our findings to a human patient cohort revealed a significantly shifted circadian phase, despite no marked effect on hepatic cholesterol levels in the livers of patients with more advanced liver disease (ie, metabolic dysfunction–associated steatohepatitis) compared with simple steatosis.

**Conclusions:**

Taken altogether, our findings offer a roadmap to understand the hepatocyte clock’s role in metabolic dysfunction–associated steatohepatitis and its potential as a therapeutic target.

**What You Need to Know**

**Background**

Liver metabolism is regulated by the circadian clock system, and evidence suggests that this system is disrupted during metabolic dysfunction–associated steatotic liver disease/metabolic dysfunction–associated steatohepatitis progression. The role of the hepatocyte clock in mediating lipid metabolism and its contribution to metabolic dysfunction–associated steatotic liver disease/metabolic dysfunction–associated steatohepatitis progression remains poorly understood.

**Impact**

Using a dietary model of metabolic dysfunction–associated steatohepatitis, we show that hepatocyte-specific *Bmal1* deletion selectively disrupts hepatic, but not systemic, cholesterol metabolism, leading to a worse disease progression. In humans, impaired clock gene expression was associated with metabolic dysfunction–associated steatotic liver disease/metabolic dysfunction–associated steatohepatitis progression.

**Future Directions**

These findings highlight the hepatic circadian clock as a potential therapeutic target and suggest that modulating clock function may enable liver-specific interventions for metabolic dysfunction–associated steatotic liver disease/metabolic dysfunction–associated steatohepatitis.

The circadian clock is a highly conserved temporal system that synchronizes biological processes with the Earth’s 24-hour rotation, enabling organisms to anticipate environmental changes and coordinate physiology according to the cyclic demands of their surroundings.^1^ At the molecular level, the circadian system is based on interlocked transcriptional–translational feedback loops of core clock genes that oscillate throughout the day, regulating the expression of numerous gene programs.^2^ A central clock in the suprachiasmatic nucleus coordinates peripheral clocks through multiple pathways, including behavioral (eg, food intake and activity/rest rhythm), humoral (eg, cortisol and melatonin), and neuronal signals (eg, autonomic activity) to align with the external day-night cycle.^3^^,^^4^

The liver functions as a central metabolic hub and is the main site of carbohydrate, lipid, amino acid, bile acid, and xenobiotic metabolism, which are all under the control of the circadian clock.^5^, ^6^, ^7^ Shift work and other factors, such as daily stress and high-calorie diets, are known to disrupt the circadian clock network, and chronodisruption is a risk factor for the development of metabolic dysfunction–associated steatotic liver disease (MASLD).^8^^,^^9^ MASLD has become the most common chronic liver disease globally, affecting about 30% of adults in Western countries.^10^ MASLD is caused by the liver’s inability to metabolize carbohydrates and fatty acids effectively. Additional imbalances, such as in de novo lipogenesis, beta-oxidation, triglyceride secretion via very low-density lipoproteins, endoplasmic reticulum stress, mitochondrial dysfunction, inflammation, insulin resistance, microbiome, and increased fibrogenesis, promote the transition of MASLD to more severe conditions, such as metabolic dysfunction–associated steatohepatitis (MASH), liver fibrosis, or hepatocellular carcinoma (HCC).^11^^,^^12^

Circadian disruption impacts the liver and contributes to MASLD development. For example, chronic jetlag exposure of wild-type (WT) mice leads to steatosis in all animals and HCC in up to 9% of them. HCC rates are even higher in circadian clock mutant mice because of elevated androstane receptor (*Car*, also known as *Nr1l3*) signaling.^13^ In line with this, mice kept for two weeks on a choline-deficient high-fat diet (cdHFD) develop MASH and display a notable 4-hour phase advance in core clock genes in the liver compared with chow-fed mice, although clock gene amplitudes remain largely unchanged. At the same time, many clock target gene rhythms exhibit substantial changes in phase and amplitude.^14^ Along with liver disease progression—from MASLD to fibrosis—circadian rhythms deteriorate further.^6^

In this study, we examined the role of the hepatocyte clock in MASH. Targeted *Bmal1* deletion in hepatocytes resulted in significant liver transcriptome rewiring under control conditions, which was potentiated under MASH conditions. The absence of a hepatocyte clock worsened MASH progression, leading to higher levels of hepatic cholesterol, inflammation, and fibrosis. Predictive analyses identified carbohydrate-responsive element-binding protein (CHREBP) as a potential co-regulator of *Bmal1*-driven effects. Notably, genes affected by *Bmal1* knockdown, but not *Chrebp*, were associated with cholesterol but not triglyceride metabolism. Similarly, *Bmal1*-silenced hepatocytes treated with palmitate, an in vitro model of MASLD, showed increased cholesterol levels compared with control cells. In a patient cohort, patients with MASH presented with a shifted circadian phase in comparison to patients with simple steatosis.

Taken together, we show a role of the hepatocyte circadian clock function in MASH progression, emphasizing its protective effects as a potential therapeutic target.

## Results

### Hepatocyte-Specific *Bmal1* Deletion Reduces Amplitude, Advances the Phase of Circadian Gene Expression, and Disrupts Core Clock Gene Rhythms in Mouse Liver

The Hep-Bmal1KO mouse model, created more than 10 years ago,^15^ allows to specifically investigate the influence of hepatocyte clocks on circadian physiology. We collected liver samples from young adult Hep-Bmal1KO mice and age-matched controls (Hep-Bmal1WT) of both sexes every 4 hours over a 24-hour cycle (Figure 1*A*). 

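Liver RNA from 48 mice fed normal chow (NC) was sequenced, 24 labelled Hep-Bmal1WT and 24 labelled Hep-Bmal1KO, with 4 mice per genotype at each of ZT 2, 6, 10, 14, 18, and 22, of which 2 were male and 2 female. The libraries were made by BRB-seq, in which the RNA of each sample carries a barcode and only the 3′ portion of each mRNA is read. The authors aligned the reads to mm10 and deposited the number of reads counted on each of 55487 genes, listed by Ensembl identifier, without normalization. Between 1861740 and 9095237 reads per mouse were counted on genes in livers labelled Hep-Bmal1WT, with a median of 5769262, and between 4441385 and 8599309 in livers labelled Hep-Bmal1KO, with a median of 6383169. The 15548 genes with a sum of at least 100 counts over all 96 mice of the study were kept. Rhythm parameters were fitted to values on the log2 scale from DESeq2's variance-stabilizing transformation, and expression is given as CPM, counts scaled to a common library total by edgeR's TMM method. The targeted gene Bmal1, listed as Arntl (ENSMUSG00000055116, chromosome 7, 113178471 to 113314126 in GRCm38.p6, the assembly of mm10), had 20.2 ± 4.65 CPM (SD, n = 4) in livers labelled Hep-Bmal1WT and 9.83 ± 2.55 CPM (SD, n = 4) in livers labelled Hep-Bmal1KO at ZT2. At ZT10, the trough of the livers labelled Hep-Bmal1WT, the values were 0.748 ± 0.463 CPM and 5.77 ± 3.81 CPM, and at ZT22 17.5 ± 4.05 CPM and 8.43 ± 1.04 CPM (SD, n = 4 each). Across all ZTs, the log2 fold change of Arntl was 0.023 (standard error 0.25, adjusted p = 0.98) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 15548 genes, so the level of Arntl averaged over the day did not separate the labels. Counts over the 3′ ends of Arntl do not measure the deleted part of the gene, so this level does not show whether Bmal1 was deleted. The labels were checked at each ZT by placing every library between the median of the other libraries labelled Hep-Bmal1WT (position 0) and the median of the other libraries labelled Hep-Bmal1KO (position 1) at the same diet and ZT. The check was run on 10 clock genes and on 20 other genes, the ones with the smallest edgeR p at the remaining ZTs. In 4 of the 48 libraries, both positions were nearer the other genotype than the label. Among the libraries labelled Hep-Bmal1WT, these were the male replicate 3 at ZT6, with a position of 1.10 on the clock genes and 1.02 on the other genes, and the female replicate 3 at ZT18, with 0.98 and 0.94. Among the libraries labelled Hep-Bmal1KO, they were the female replicate 4 at ZT6, with -0.17 and -0.21, and the female replicate 1 at ZT10, with -0.089 and -0.046. The counts of Y-linked genes and Xist matched the labelled sex in all 4. Each of the 12 columns of the library plate held libraries of a single genotype, so the column of the plate cannot be separated from the genotype in either diet. The 4 NC libraries of each label and ZT lay side by side in the same column. Within a label, plate position therefore cannot be separated from ZT on NC, and an effect of position on the rhythms is not ruled out. No library was moved to the other genotype or left out, since a choice made on expression would select on the measured outcome, so every comparison below is between the labels.

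**Figure D1:**
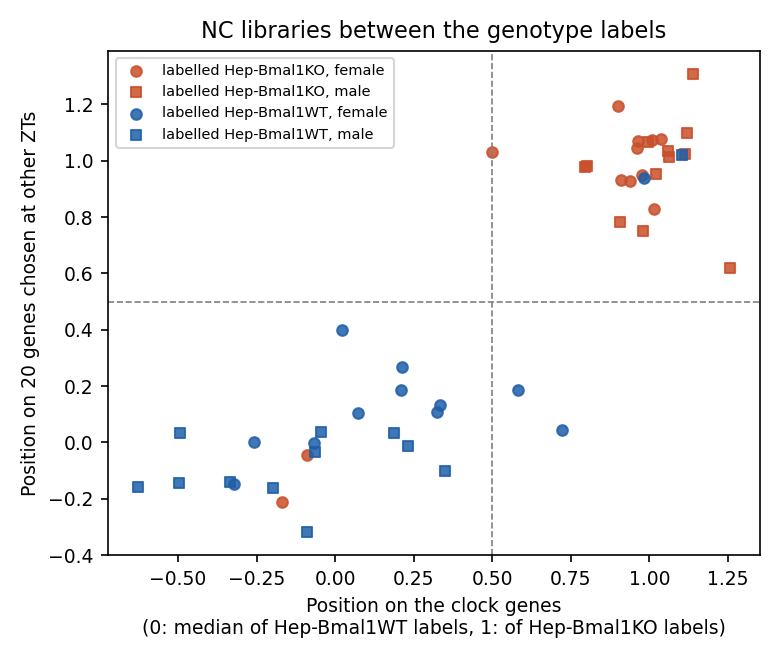
Position of each of the 48 NC libraries between the genotype labels at its own ZT, on 10 clock genes (horizontal axis, no unit) and on 20 other genes (vertical axis, no unit), with colour for the labelled genotype and shape for the labelled sex. Dashed lines mark the midpoint of 0.5, and 4 libraries lie on the side of the other genotype on both axes.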

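Rhythmicity on NC was tested separately in the 24 livers of each label, with a fixed period of 24 hours. JTK_CYCLE and a cosinor F test were run on the transformed values, and edgeR's quasi-likelihood test of a cosine and a sine term was run on the counts. A gene was called rhythmic when the unadjusted p was under 0.01 in at least 1 of these tests, the rule of the paper applied to other tools, as MetaCycle, CircaN, and DryR could not be run.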

To identify the presence of rhythmicity in messenger RNA (mRNA) profiles, we employed a suite of analytical tools, including Jonckheere–Terpstra–Kendall (JTK)_cycle, Metacycle, CircaN, and DryR, together with a stringent statistical threshold (*P* < .01). There were 2756 and 1327 genes that were exclusively rhythmic in livers of Hep-Bmal1WT or Hep-Bmal1KO, respectively, whereas about 50% of the rhythmic transcriptome (3224 genes) were rhythmic in both groups (robustly rhythmic genes) (Figure 1*B* and *C*). 

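Of the 15548 genes, 2496 were rhythmic only in livers labelled Hep-Bmal1WT, 738 only in livers labelled Hep-Bmal1KO, and 915 in both, which is 22.1% of the 4149 genes rhythmic in at least 1 label. JTK_CYCLE alone, which moved the first and the last of these counts most, gave 1548, 416, and 314 genes, and a threshold on the adjusted p gave 2783, 227, and 480. After every NC library was thinned at random to the lowest total of 1861740 counts, 1813 genes were rhythmic only in livers labelled Hep-Bmal1WT and 523 only in livers labelled Hep-Bmal1KO, and their ratio was 3.47, against 3.38 at full depth. On simulated counts with the depths of these libraries, 94% of 200 genes with a rhythm of amplitude 1 log2 unit were called rhythmic, and 1.43% of 11350 flat genes were. Genes with the lowest counts were left out of the simulation, and weaker rhythms were not simulated. Some genes called rhythmic had smaller fitted amplitudes, such as 0.30 for Nr2f6 and 0.44 for Cpt1a in livers labelled Hep-Bmal1WT. The share found does not apply to such genes.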

Rhythmic genes, identified in at least 1 group, were then integrated into CircaCompare to identify rhythm parameter changes between genotypes. Robustly rhythmic genes showed a general reduction in amplitude and phase advances in Hep-Bmal1KO livers (Figure 1*D*). Similarly, a decrease in amplitude and a tendency for a phase advance (*P* = .14) were identified for the core clock genes (Figure 1*D*). 

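Among the 915 genes rhythmic in both labels, 688 had a lower amplitude and 667 an earlier phase in livers labelled Hep-Bmal1KO. The mean amplitude difference over these genes, Hep-Bmal1KO minus Hep-Bmal1WT, was -0.093 on the log2 scale (p = 0.037 in a two-sided permutation test that shuffled the genotype labels of the 48 mice within each ZT, with 100000 resamples), and the mean phase difference was -1.08 hours (p = 0.0048 in the same permutation test). The differences of single genes varied, with an SD of 0.19 for amplitude and 1.93 hours for phase across genes, which are not independent replicates. In males alone, the mean amplitude difference was -0.022 (p = 0.69, permutation test), and in females alone the mean phase difference was -0.79 hours (p = 0.074, permutation test).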

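The mean amplitude difference over 10 core clock genes, Hep-Bmal1KO labels minus Hep-Bmal1WT labels, was -0.60 on the log2 scale (p = 0.0058, permutation test). In females alone it was -0.46 (p = 0.13, permutation test). The phase was compared for the 5 clock genes rhythmic in both labels in the cosinor F test at p under 0.05, Per1, Per2, Nr1d1, Nr1d2, and Dbp, since the phase of a flat profile is undefined. Their mean phase difference was -0.74 hours (p = 0.22, permutation test), with single genes between -2.13 hours for Nr1d2 and 0.70 hours for Per2. In males alone, where 4 clock genes met the same criterion, the mean phase difference was 1.00 hours (p = 0.33, permutation test), while the same 5 genes gave -1.10 hours in males.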

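All 10 core clock genes had a lower fitted amplitude in livers labelled Hep-Bmal1KO, 7 of them at an unadjusted p under 0.05 in the CircaCompare model, 5 after Benjamini-Hochberg adjustment over the 10 genes, and 1 after adjustment over the 4149 rhythmic genes. The amplitude difference of Arntl was -1.06 (standard error 0.21, p = 6.4e-06) on the log2 scale (n = 24 per label), of Clock (ENSMUSG00000029238, chromosome 5, 76209868 to 76305603) -0.45 (standard error 0.13, p = 0.0011), and of Dbp (ENSMUSG00000059824, chromosome 7, 45705100 to 45710203) -1.10 (standard error 0.40, p = 0.0081). For Npas2 the difference was -0.66 (standard error 0.38, p = 0.090), and for Nr1d2 -0.40 (standard error 0.29, p = 0.17), neither of them past the threshold. For Per1 the difference was -0.015 (standard error 0.23, p = 0.95), and the sign changed with log2 CPM in place of the transformed values, to 0.023. Outside the list, Per3 had an amplitude difference of -0.93 (standard error 0.28, p = 0.0019). The mesor rose by 1.81 for Npas2 and 1.00 for Cry1, and changed by -1.17 for Nr1d2 and -0.85 for Dbp, each with a p from 3.3e-08 to 0.0042.

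**Figure D2:**
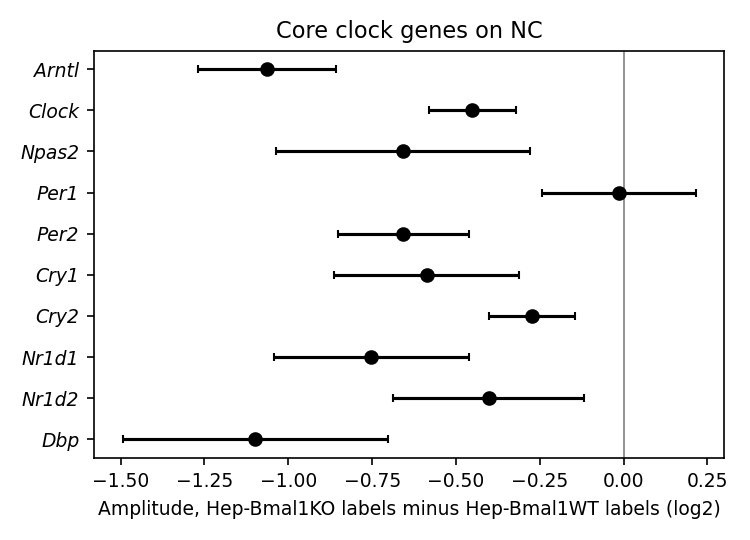
Difference in fitted amplitude of 10 core clock genes on NC, Hep-Bmal1KO labels minus Hep-Bmal1WT labels (log2 units, horizontal axis), with the standard error of the fit (n = 24 per label). The largest differences are those of Dbp and Arntl, and Per1 lies at -0.015.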

Reduced amplitudes were identified in genes from the positive (*Bmal1(Arntl)*, *Clock*, and *Npas2*), negative (*Cry*s and *Per*s, except for *Per1*), and auxiliary loops (*Nr1d1/2* and *Dbp*) of the clock transcriptional–translational feedback loop (Figure 1*E*).

**Figure 1:**
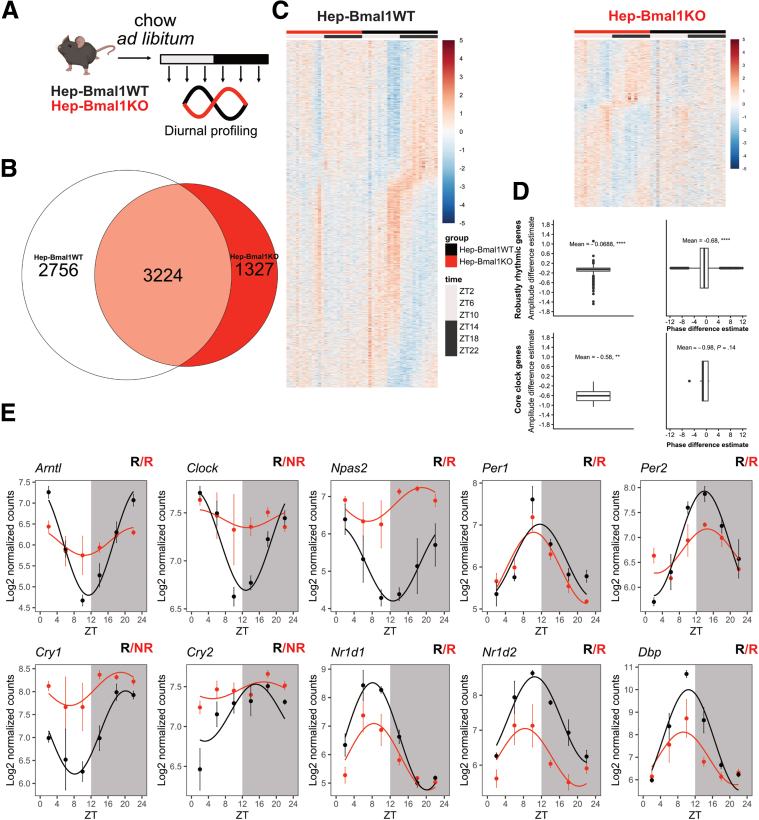
**Deletion of *Bmal1* in hepatocytes dampens and shifts the phase of the rhythmic liver transcriptome.** (*A*) The design of the in vivo experiment is depicted. (*B*) A Venn diagram shows the number of rhythmic genes in Hep-Bmal1WT and Hep-Bmal1KO mice. (*C*) Heatmap represents the exclusive rhythmic genes of Hep-Bmal1WT (*left*) and Hep-Bmal1KO mice (*right*). (*D*) Boxplot shows the difference in amplitude and phase between genotypes for the robustly rhythmic and core clock genes. (*E*) The diurnal profile of core clock genes is depicted. N = 4 per ZT, both male and female mice. ‘R’ symbol indicates rhythmicity, whereas ‘NR’ signifies arrhythmicity detected by CircaCompare.

### Loss of *Bmal1* in Hepatocytes Dampens Messenger RNA Rhythms and Lowers Overall Expression Levels of Metabolic and Transcription Factors

Detailed rhythm parameter analysis using CircaCompare identified several genes with altered mesor, amplitude, and/or phase (differentially rhythmic genes [DRGs]). 

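The model of CircaCompare, with a mesor, an amplitude, and a phase for each genotype, was refitted by least squares with delta-method standard errors. With the paper's rule of an unadjusted p under 0.05, 1339 of the 4149 genes rhythmic in at least 1 label had a different mesor, 655 higher and 684 lower in livers labelled Hep-Bmal1KO. The amplitude differed for 605 genes, lower for 565 of them, and the phase differed for 124 of the 915 genes rhythmic in both labels, earlier for 104. After Benjamini-Hochberg adjustment, 788, 11, and 13 genes were left for mesor, amplitude, and phase. Leaving out 1 replicate of every group lowered the unadjusted mesor count of 1339 to as few as 774. Without the requirement of rhythmicity, 3447 of the 15548 genes had a different mesor at an unadjusted p under 0.05. In simulated counts, 5.08% of 11350 unchanged genes had a different mesor at that threshold.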

A total of 2168, 629, and 450 genes showed changes in mesor, amplitude, or phase, respectively (Figure 2*A*; Supplementary Table 1). In Hep-Bmal1KO livers, genes with increased mesor showed enrichment for biological processes associated with biosynthetic activities, including amino acids, isoprenoids, sterols, and organophosphates. 

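The genes that Supplementary Table 1 lists under these processes were taken as the sets to examine. They had been selected by the paper on these mice, so their common direction is given by the selection and shows no stability. Of the 41 listed genes of alpha-amino acid metabolism, 30 were rhythmic and had a higher mesor in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05, and 23 passed the adjusted threshold. For isoprenoid metabolism 12 of 21 were called, for sterol biosynthesis 16 of 18, and for organophosphate biosynthesis 32 of 53. The median mesor difference of the sterol biosynthesis genes was 0.64 (range 0.17 to 1.02), and all 18 had an adjusted p under 0.05 in edgeR's test.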

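Among the genes listed for ribosome assembly, 10 of 17 were rhythmic with a higher mesor in livers labelled Hep-Bmal1KO, with a median difference of 0.17 over the set, and among those for ribosomal large subunit biogenesis 9 of 18, with a median of 0.17. None of the 6 genes listed for break-induced double-strand break repair was called rhythmic here, although all 6 had a higher mesor at an unadjusted p under 0.05 (median difference 0.36).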

Additionally, enrichment was seen for processes of structural assembly (eg, ribosome and subunit biogenesis) and DNA repair (eg, double-strand break repair). 

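Of the 35 genes listed under regulation of lipid biosynthesis, 25 were rhythmic with a lower mesor in livers labelled Hep-Bmal1KO and 20 passed the adjusted threshold, with a median difference of -0.30 over the set. The corresponding counts were 32 and 18 of 47 for glycerolipid metabolism and 29 and 23 of 37 for monosaccharide metabolism.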

DRGs exhibiting reduced mesor were enriched for lipid biosynthesis as well as glycerolipid and carbohydrate metabolism (eg, monosaccharide metabolic processes). Additional processes associated with energy-associated pathways (eg, generation of precursor metabolites), membrane transport (eg, monocarboxylic acid transport), and response to cholesterol were also identified. 

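For the generation of precursor metabolites and energy, 37 of the 49 listed genes found in the count table were called with a lower mesor in livers labelled Hep-Bmal1KO, for monocarboxylic acid transport 13 of 18, and for response to cholesterol 6 of 8. The genes of the last set had mesor differences from -1.33 to -0.14, and 6 of them had an adjusted p under 0.05 in edgeR's test.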

Genes with a reduction in amplitude were enriched for processes related to circadian rhythms and various metabolism-related processes (eg, alpha-amino acid, polysaccharide, carboxylic acid, and vitamin B6 metabolism). Conversely, genes that gained amplitude were enriched for immune functions (eg, including myeloid cell differentiation and the regulation of the adaptive immune response) and some metabolic processes, such as fatty acid and organic acid biosynthesis, in addition to steroid and alcohol metabolism. 

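Of the 25 genes listed under circadian rhythm, 24 were called with a lower amplitude in livers labelled Hep-Bmal1KO, with a median difference of -0.51, and 4 of them passed the adjusted threshold. All 20 genes listed for alpha-amino acid metabolism, 13 of 14 for polysaccharide metabolism, 19 of 20 for carboxylic acid catabolism, and 2 of 3 for vitamin B6 metabolism were called at an unadjusted p under 0.05. After adjustment, the numbers were 1, 0, 1, and 0.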

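These sets are small. Of the 6 genes listed for myeloid cell differentiation, 5 were called with a higher amplitude in livers labelled Hep-Bmal1KO, of the 5 for fatty acid metabolism 3, and of the 4 for organic acid biosynthesis 3, and no gene of the 6 sets passed the adjusted threshold. The median amplitude difference was 0.42 for the 4 genes listed under regulation of the adaptive immune response and 0.28 for the 4 listed under steroid metabolism.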

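Phase was compared only for genes rhythmic in both labels. Of the 5 genes listed for cellular carbohydrate catabolism, 4 met this condition and 4 had an earlier phase in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05. For purine ribonucleoside triphosphate metabolism, 2 of 6 met it, for adenosine triphosphate biosynthesis 2 of 5, and for lipid storage 2 of 6, and none of these genes passed the adjusted threshold.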

Among those genes with a phase advance, biological processes related to energy metabolism (eg, carbohydrate and purine metabolism, and adenosine triphosphate biosynthetic processes) and lipid storage were overrepresented. Conversely, genes with a phase delay were enriched for metabolic processes related to ketones, lipids, fatty acids, and cholesterol metabolism (Figure 2*B*; Supplementary Table 1).

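Of the 6 genes listed for ketone metabolism, 2 were rhythmic in both labels, and both had a later phase in livers labelled Hep-Bmal1KO with an adjusted p under 0.05. For fatty acid catabolism and for cholesterol homeostasis, 1 of 4 listed genes was rhythmic in both labels in each set, so the phase shifts of the other genes, up to 10.4 hours, belong to profiles without a detected rhythm in at least 1 label.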

**Figure 2:**
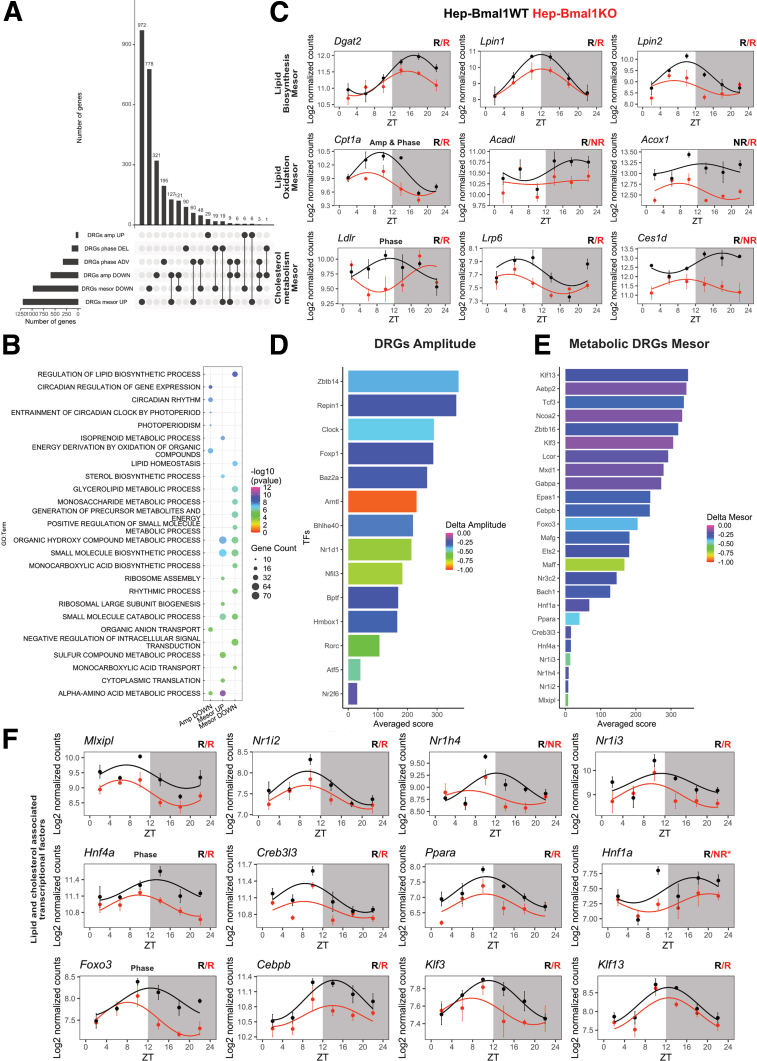
**Differential rhythm analysis of the diurnal liver transcriptome in Hep-Bmal1WT and Hep-Bmal1KO mice on a NC diet reveals disrupted circadian rhythms and decreased expression of key transcription factors.** (*A*) UpSet plot depicts the number of DRGs. (*B*) Enrichment analyses of the identified DRGs are depicted. (*C*) Diurnal expression profile of selected DRGs is depicted. (*D* and *E*) Predictive transcriptional factor analyses using Ch3A3 for DRGs with reduced amplitude or mesor. (*F*) Diurnal expression profile of TFs identified using Ch3A3 algorithm is depicted. Changes in additional rhythmic parameters are described in *bold letters*. N = 4 per ZT, both male and female mice. ‘R’ symbol indicates rhythmicity, whereas ‘NR’ signifies arrhythmicity detected by CircaCompare.

Because lipid metabolism was strongly ranked in the enrichment analyses, this prompted us to further investigate this pathway. 

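All 6 of the genes Dgat2, Lpin1, Lpin2, Scd1, Cpt1a, and Acadl had a lower mesor in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05, with differences from -0.49 to -0.26, and 5 were lower in edgeR's test over all 15548 genes. Cpt1a (ENSMUSG00000024900, chromosome 19, 3322326 to 3385735) had a mesor difference of -0.27 (standard error 0.060, p = 5.4e-05) and a log2 fold change of -0.28 (standard error 0.064, adjusted p = 0.0021) in edgeR. Scd1 (ENSMUSG00000037071, chromosome 19, 44394450 to 44407709) had 6506 ± 1962 CPM in livers labelled Hep-Bmal1WT and 5503 ± 1800 CPM in livers labelled Hep-Bmal1KO (SD, n = 24 each), and its log2 fold change was -0.24 (standard error 0.10, adjusted p = 0.12) in the same test. No rhythm was detected in either label for 2 of the genes, Scd1 and Acadl, and 3 of the others passed the adjustment over the rhythmic genes.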

Most of the effects identified in lipid metabolism were associated with reduced mesor, especially in lipid biosynthesis (*Dgat2*, *Lpin1*, *Lpin2*, and *Scd1*) and oxidation (*Cpt1a*, *Acadl*, *Acox1*). Similarly, cholesterol metabolism-associated DRGs (*Ldlr*, *Lrp6*, *Ces1d*, *Ces1e*) showed reduced mesor (Figure 2*C*). 

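Ces1d (ENSMUSG00000056973, chromosome 8, 93166072 to 93197804) fell from 1177 ± 433 CPM in livers labelled Hep-Bmal1WT to 530 ± 282 CPM in livers labelled Hep-Bmal1KO (SD, n = 24 each), with a mesor difference of -1.23 (standard error 0.18, p = 1.7e-08). Ces1e (ENSMUSG00000061959, chromosome 8, 93201218 to 93229631), a neighbouring paralog whose reads the counting could have split with Ces1d, had a mesor difference of -0.76 (standard error 0.11, p = 3.5e-08), and Lrp6 (ENSMUSG00000030201, chromosome 6, 134446476 to 134566913) of -0.18 (standard error 0.056, p = 0.0020). These 3 genes also passed edgeR's test, with log2 fold changes of -1.13 (standard error 0.19, adjusted p = 2.1e-05), -0.80 (standard error 0.12, adjusted p = 2.7e-06), and -0.21 (standard error 0.058, adjusted p = 0.012).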

The rate-limiting enzyme HMGCR, encoded by *Hmgcr*, showed increased mesor and a phase delay in Hep-Bmal1KO (Supplementary Table 1). Considering the role of BMAL1 as a transcription factor (TF), we hypothesized that its loss would affect the rhythmic expression of secondary TFs and impair the expression of lipid- and cholesterol-associated genes. We tested this hypothesis by predicting putative TFs associated with amplitude down DRGs using the ChEA3 algorithm.^16^ By applying stringent criteria (score <400 and amplitude down), we identified 14 candidate TFs. 

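The prediction by ChEA3 was not repeated, since its database is not part of the count data. Of the TFs of Figure 2D, 13 are reported here. All 13 had a lower fitted amplitude in livers labelled Hep-Bmal1KO, 12 of them at an unadjusted p under 0.05 and 2 after adjustment over the rhythmic genes. The differences ranged from -1.06 to -0.20, with a median of -0.37. Foxp1 (ENSMUSG00000030067, chromosome 6, 98925342 to 99522746) was the gene above the threshold, with -0.27 (standard error 0.14, p = 0.052).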

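Arntl had the largest amplitude difference of these TFs, with a fitted amplitude of 1.44 in livers labelled Hep-Bmal1WT and 0.38 in livers labelled Hep-Bmal1KO, and an adjusted p of 0.012 over the 4149 rhythmic genes in the CircaCompare model (n = 24 per label). It was rhythmic in livers labelled Hep-Bmal1WT and not in those labelled Hep-Bmal1KO (cosinor p = 2.3e-09 and 0.079), which include 2 libraries at the position of the other genotype.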

As expected, *Bmal1* (also known as *Arntl*) was one of these transcription factors exhibiting the greatest reduction in amplitude. We also identified several other clock-associated TFs, including *Clock*, *Bhlhe40*, *Nr1d1*, *Nfil3*, and *Rorc*, which is in line with the pivotal role of BMAL1 in sustaining circadian clock function (Figure 2*D*). 

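Nfil3 (ENSMUSG00000056749, chromosome 13, 52967209 to 52982878) had an amplitude difference of -0.80 (standard error 0.17, p = 3.6e-05), Bhlhe40 (ENSMUSG00000030103, chromosome 6, 108660629 to 108666925) of -0.37 (standard error 0.15, p = 0.016), and Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775377) of -0.75 (standard error 0.29, p = 0.013), all as Hep-Bmal1KO labels minus Hep-Bmal1WT labels. Nfil3 alone among these 3 genes passed the adjustment over the rhythmic genes (adjusted p = 0.027 in the CircaCompare model). The paper relates the reduced amplitude of these clock-associated TFs to the role of BMAL1 in sustaining circadian clock function.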

Subsequently, we focused our analysis on DRGs with reduced mesor that have a direct role in energy metabolism by using the Kyoto Encyclopedia of Genes and Genomes database (KEGG). 

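All 11 of the TFs Mlxipl, Nr1i2, Nr1h4, Nr1i3, Hnf4a, Creb3l3, Ppara, Foxo3, Cebpb, Klf3, and Klf13 had a lower mesor in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05, with a median difference of -0.29. Of these, 7 passed the adjustment over the rhythmic genes and 9 were lower in edgeR's test over all genes. The list is the paper's own selection on these mice, so this number shows no stability. Mlxipl (ENSMUSG00000005373, chromosome 5, 135089890 to 135139768), which encodes CHREBP, had 108 ± 36.6 CPM in livers labelled Hep-Bmal1WT and 72.2 ± 24 CPM in livers labelled Hep-Bmal1KO (SD, n = 24 each), with a mesor difference of -0.55 (standard error 0.11, p = 1.1e-05), and was lower at all 6 ZTs. Hnf4a (ENSMUSG00000017950, chromosome 2, 163506811 to 163572907) had a mesor difference of -0.29 (standard error 0.061, p = 3.0e-05), Nr1i2 (ENSMUSG00000022809, chromosome 16, 38248349 to 38294849) of -0.23 (standard error 0.094, p = 0.018), and Klf3 (ENSMUSG00000029178, chromosome 5, 64803521 to 64832901), the smallest of the list, of -0.14 (standard error 0.062, p = 0.028).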

ChEA3 prediction in this subset of genes revealed 25 TFs, among which 12 were identified (eg, *Chrebp (Mlxipl)*, *Nr1i2*, *Nr1h4*, *Nr1i3*, *Hnf4a*, and *Creb3l3*) as key lipid and cholesterol metabolism regulators, all demonstrating reduced mesor (Figure 2*E* and *F*).

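Tested on the counts, with ZT as a factor and without a requirement of rhythmicity, 1960 genes differed between the genotype labels on NC at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 1088 higher and 872 lower in livers labelled Hep-Bmal1KO. In females alone, 578 genes passed. A change of the cosine and sine terms passed the same threshold for 61 genes, and for no gene after a filter of at least 10 counts in at least 24 mice, while 1247 of the 15548 genes had an unadjusted p under 0.05. Among genes with a log2 fold change of at least 1 in size and the same direction at all 6 ZTs, the smallest p values belonged to Gstm6, Gstm2, Cyp2c29, Ly6e, and Lpl, all higher in livers labelled Hep-Bmal1KO. Gstm6 (ENSMUSG00000068762, chromosome 3, 107938847 to 107953641) had 127 ± 64.9 CPM in livers labelled Hep-Bmal1WT and 328 ± 102 CPM in livers labelled Hep-Bmal1KO (SD, n = 24 each), a log2 fold change of 1.38 (standard error 0.13, adjusted p = 4.4e-10). Its reads could have been shared with Gstm2 (ENSMUSG00000040562, chromosome 3, 107981702 to 107986420), a paralog with a log2 fold change of 2.05 (standard error 0.21, adjusted p = 1.5e-09). Lpl (ENSMUSG00000015568, chromosome 8, 68880555 to 68906932) had a log2 fold change of 2.99 (standard error 0.36, adjusted p = 8.4e-08), and those of Cyp2c29 and Ly6e were 1.09 and 1.33. The large SDs include the libraries that lie at the position of the other genotype.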

Our findings demonstrate the multifaceted consequences of disrupting the hepatocyte clock in mice fed with normal chow (NC) ad libitum. Notably, the significant reduction in mesor observed in clock target genes associated with lipid and cholesterol metabolism was associated with expression changes in metabolism regulator TFs.

### Loss of *Bmal1* in Hepatocytes Worsens Metabolic Dysfunction–Associated Steatohepatitis

In light of the significant reduction in the expression of several metabolically relevant TFs, we postulated that Hep-Bmal1KO mice would exhibit heightened susceptibility to MASH development. To test this, we subjected Hep-Bmal1KO and -WT mice to a cdHFD, which was established to induce MASH.^14^ We conducted untargeted lipidomics at the peak time (Zeitgeber time [ZT] 6, light phase) of endogenous triglyceride and cholesterol levels.^17^ A pronounced diet effect on lipid levels was observed irrespective of genotype. For instance, an increase in cholesterol esters, diglycerides, triglycerides, and phosphatidylglycerols, as well as a reduction in acyl-carnitine, ceramide, lysophosphatidylcholine, phosphatidylcholine, lysophosphatidylethanolamine, and phosphatidylethanolamine species was identified (Figure 3*A*; Supplementary Table 2). Lipids influenced by both diet and genotype included cholesterol esters, plasmalogen phosphatidylcholine, plasmalogen phosphatidylethanolamine, and sphingomyelin species (Figure 3*B*; Supplementary Table 2). Increased cholesterol levels in Hep-Bmal1KO livers were confirmed by an independent method (Figure 3*C*). In stark contrast to hepatic lipidomics, serum lipidomics analysis (at ZT10) indicated a minor role of the hepatic clock in the regulation of serum cholesterol levels, affecting only a few species. These included 1 triglyceride and phosphatidylinositol, which were upregulated in Hep-Bmal1KO fed with cdHFD (Figure 3*D*). Pathologic MASH scoring revealed no marked differences in steatosis and ballooning but higher inflammation scores in Hep-Bmal1KO compared with Hep-Bmal1WT mice (Figure 3*E* and *F*). Moreover, Hep-Bmal1KO mice fed with cdHFD exhibited a nearly 10-fold increase in peri-sinusoidal fibrosis compared with Hep-Bmal1WT controls (Figure 3*G*).

**Figure 3:**
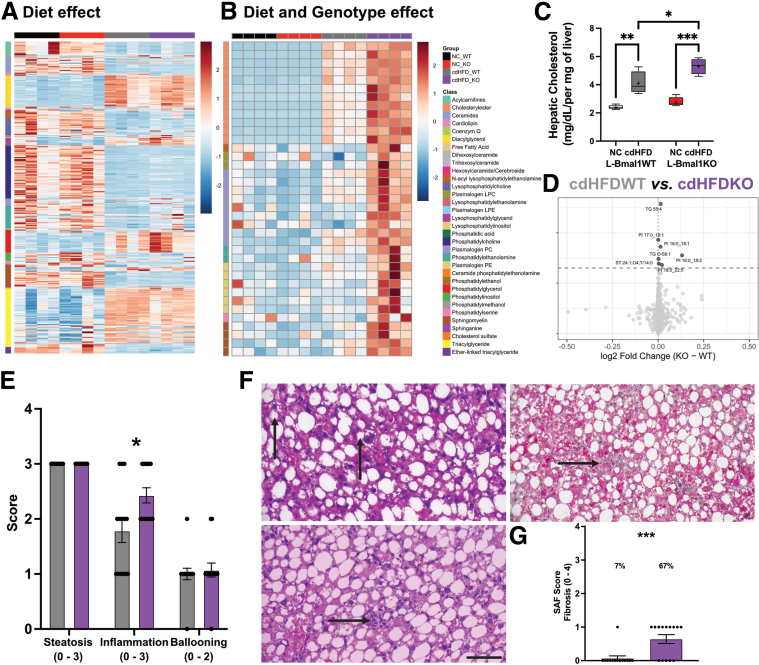
**Deletion of *Bmal1* in hepatocytes elevates hepatic cholesterol levels, exacerbating inflammation and fibrosis.** (*A*) Heatmap depicts all lipids identified with a diet effect. (*B*) Lipids with a diet and genotype effect are shown by a heatmap. Liver samples (male and female) were obtained from ZT 6. Normalized lipid species levels and their identity are shown. (*C*) Evaluation of total hepatic cholesterol across genotypes and diets. (*D*) Serum lipidomics was performed on samples from ZT10 and is shown as a volcano plot (*P* < .05). (*E*) MASLD activity score of Hep-Bmal1WT and Hep-Bmal1KO fed with cdHFD is shown. (*F*) Representative images of ballooning (*upper left*), inflammation (*lower left*), fibrosis (*upper right*), and fibrosis quantification (*lower right*) are depicted. (*G*) Fibrosis score quantification. For histologic analysis, samples from the light (ZT 2–10) and dark phases (ZT 14–22) were used. Scale bar, 100 μm. For (*D–F*), samples were taken from Hep-Bmal1WT (N = 14) and Hep-Bmal1KO (N = 15) mice, both male and female, at ZT 6, 10, 18, and 22.

### Loss of Hepatocyte *Bmal1* Alters TF Gene Network Rhythms in Metabolic Dysfunction–Associated Steatohepatitis

To understand how the loss of *Bmal1* in hepatocytes alters cholesterol metabolism and MASH development, we compared daily transcriptional signatures between livers of Hep-Bmal1WT and Hep-Bmal1KO mice under MASH conditions. 

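The cdHFD arm comprised 48 mice, 24 labelled Hep-Bmal1WT and 24 labelled Hep-Bmal1KO, at the same 6 ZTs with 4 mice each, 2 male and 2 female except at ZT14 in Hep-Bmal1WT, where 3 were male and 1 was female. Their libraries were made and counted as those of the NC mice. Between 5264167 and 7394124 reads per mouse were counted on genes in livers labelled Hep-Bmal1WT (median 6213499), and between 4243905 and 9718615 in livers labelled Hep-Bmal1KO (median 7637271). Arntl had 19.2 ± 1.83 CPM at ZT18 in livers labelled Hep-Bmal1WT and 9.15 ± 2.89 CPM in livers labelled Hep-Bmal1KO, and 0.917 ± 0.866 CPM and 4.17 ± 0.98 CPM at ZT6 (SD, n = 4 each). Across all ZTs its log2 fold change was -0.50 (standard error 0.20, adjusted p = 0.10) in edgeR's quasi-likelihood test. The check of the labels placed 3 of these 48 libraries nearer the other genotype on both gene lists. The female replicate 3 at ZT10 labelled Hep-Bmal1WT had positions of 1.70 on the clock genes and 1.24 on the other genes, and the male replicate 1 at ZT14 labelled Hep-Bmal1WT had 0.88 and 1.10. The male replicate 1 at ZT14 labelled Hep-Bmal1KO had -0.090 and -0.23, so at this time a male library of each label lay at the position of the other. The sex markers of all 3 matched their labels, and they too stayed under their labels in every fit.

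**Figure D3:**
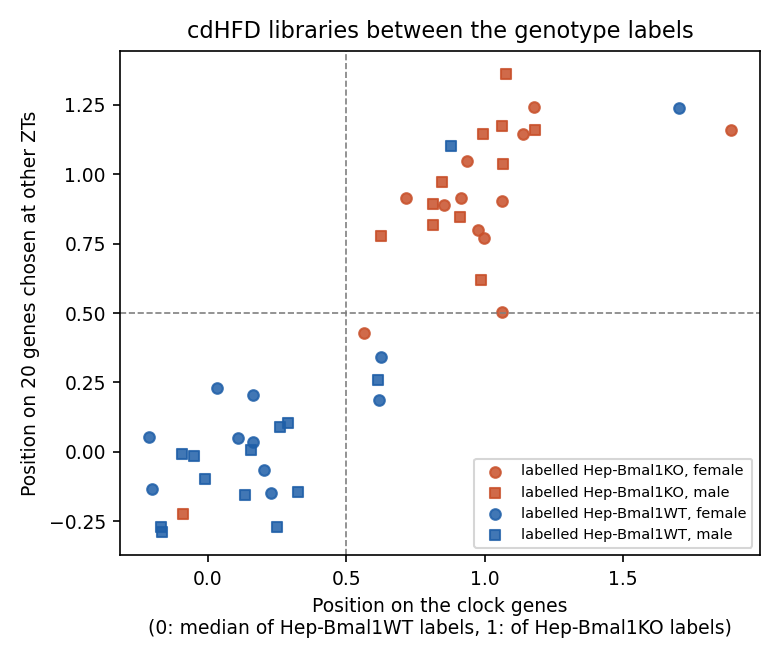
Position of each of the 48 cdHFD libraries between the genotype labels at its own ZT, on 10 clock genes (horizontal axis, no unit) and on 20 other genes (vertical axis, no unit), with colour for the labelled genotype and shape for the labelled sex. Past the dashed midpoints of 0.5, 3 libraries lie on the side of the other genotype on both axes.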

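On cdHFD, 3574 genes were rhythmic in at least 1 label, 2044 only in livers labelled Hep-Bmal1WT, 731 only in livers labelled Hep-Bmal1KO, and 799 in both. The mesor differed for 908 of them at an unadjusted p under 0.05, higher in livers labelled Hep-Bmal1KO for 443 and lower for 465. The amplitude differed for 426 genes, lower for 382, and the phase for 119 genes, later for 84 and earlier for 35. Adjusted for multiple tests, 459, 7, and 23 genes were left. When replicate 4 of every group was left out, 63 genes had a different phase at an unadjusted p under 0.05, 29 later and 34 earlier. Of the genes with a changed mesor, 252 were also changed on NC, 239 of them in the same direction. For phase, 6 genes were shared and 2 of them moved in the same direction. Tested on the counts without a requirement of rhythmicity, 1494 genes differed between the labels at an adjusted p under 0.05 in edgeR's test, 718 higher and 776 lower in livers labelled Hep-Bmal1KO, and 66 genes changed their rhythm. The smallest p values among changes of at least 1 log2 unit with the same direction at all 6 ZTs belonged to Cyp2a5, Npnt, Spp1, Fitm1, and Hebp2. Cyp2a5 (ENSMUSG00000005547, chromosome 7, 26835339 to 26843264) fell from 635 ± 376 CPM to 108 ± 195 CPM (SD, n = 24 each), a log2 fold change of -2.94 (standard error 0.30, adjusted p = 3.5e-09) in edgeR, and Spp1 (ENSMUSG00000029304, chromosome 5, 104435111 to 104441053), which encodes osteopontin, rose from 89.2 ± 36.9 CPM to 215 ± 138 CPM, a log2 fold change of 1.22 (standard error 0.17, adjusted p = 1.7e-06).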

Rhythm parameter analysis identified several hundred DRGs that exhibited changes in mesor (1631), amplitude (441), or phase (376) (Figure 4*A*). Enrichment analysis of DRGs with decreased mesor revealed pathways related to lipid and fatty acid metabolism, small molecule catabolism, xenobiotic metabolism, and the urea cycle. Conversely, enrichment of DRGs with increased mesor yielded processes such as wound healing, repair, and chondrocyte proliferation. 

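Of the 49 genes that Supplementary Table 3 lists for fatty acid metabolism, 30 were rhythmic with a lower mesor in livers labelled Hep-Bmal1KO, and 17 passed the adjusted threshold. As on NC, the paper chose the listed genes on these mice, so their direction follows from the choice. For small molecule catabolism, 23 of 37 were called, for xenobiotic metabolism 8 of 15, and for the urea cycle 2 of 4. The xenobiotic genes had mesor differences from -2.85 to -0.19 on cdHFD, and 11 of the 15 were also lower on NC at an unadjusted p under 0.05.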

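Of the 38 genes listed for wound healing, 20 were rhythmic with a higher mesor in livers labelled Hep-Bmal1KO, with a median difference of 0.25 over the set, and 21 were higher in edgeR's test over all genes. For tissue regeneration 7 of 10 were called, and for positive regulation of chondrocyte proliferation 3 of 4.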

DRGs with reduced amplitude were enriched for cell–cycle regulation, DNA replication, cytokinesis regulation, DNA damage response, and circadian rhythms. 

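All 16 genes listed for cytokinesis, 22 of 23 for cell cycle phase transition, 14 of 15 for DNA replication, 11 of 11 for DNA damage signalling, and 11 of 12 for circadian rhythm had a lower amplitude in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05. After adjustment over the rhythmic genes, the numbers were 0, 1, 0, 1, and 3. Over the 10 core clock genes, the mean amplitude difference on cdHFD was -0.50 on the log2 scale (p = 1e-04, two-sided permutation test of the genotype labels within ZT).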

Processes related to the immune system, including virus response, were overrepresented in DRGs with increased amplitude. 

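All 5 genes listed for response to virus had a higher amplitude in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05, with differences from 0.26 to 0.38, and none passed the adjustment over the rhythmic genes.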

DRGs associated with a phase delay were most enriched for circadian processes, whereas those with phase advancement were enriched for cellular damage response and the Wnt pathway (Figure 4*B*; Supplementary Table 3).

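Over Per1, Per2, Nr1d1, Nr1d2, and Dbp, the core clock genes rhythmic in all 4 groups, the phase in livers labelled Hep-Bmal1KO was later by a mean of 2.01 hours (p = 6e-05, two-sided permutation test with 100000 resamples). Dbp had a phase difference of 2.21 hours, Per1 of 2.83, Nr1d1 of 2.06, Nr1d2 of 1.89, and Per2 of 1.08, with unadjusted p values of 3.4e-04, 0.0037, 0.0048, 0.017, and 0.18 in the CircaCompare model. Dbp was the one of these genes to pass the adjustment over the genes rhythmic in both labels (adjusted p = 0.030). These phase differences are relative to the label Hep-Bmal1WT on the same diet. Under both labels, the fitted peaks of Per1, Per2, Nr1d1, and Nr1d2 were earlier on cdHFD than on NC, and they moved less under Hep-Bmal1KO. The peak of Nr1d1 moved from ZT 8.09 to ZT 4.12 under the label Hep-Bmal1WT. Under the label Hep-Bmal1KO it moved from ZT 8.42 to ZT 6.18.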

**Figure 4:**
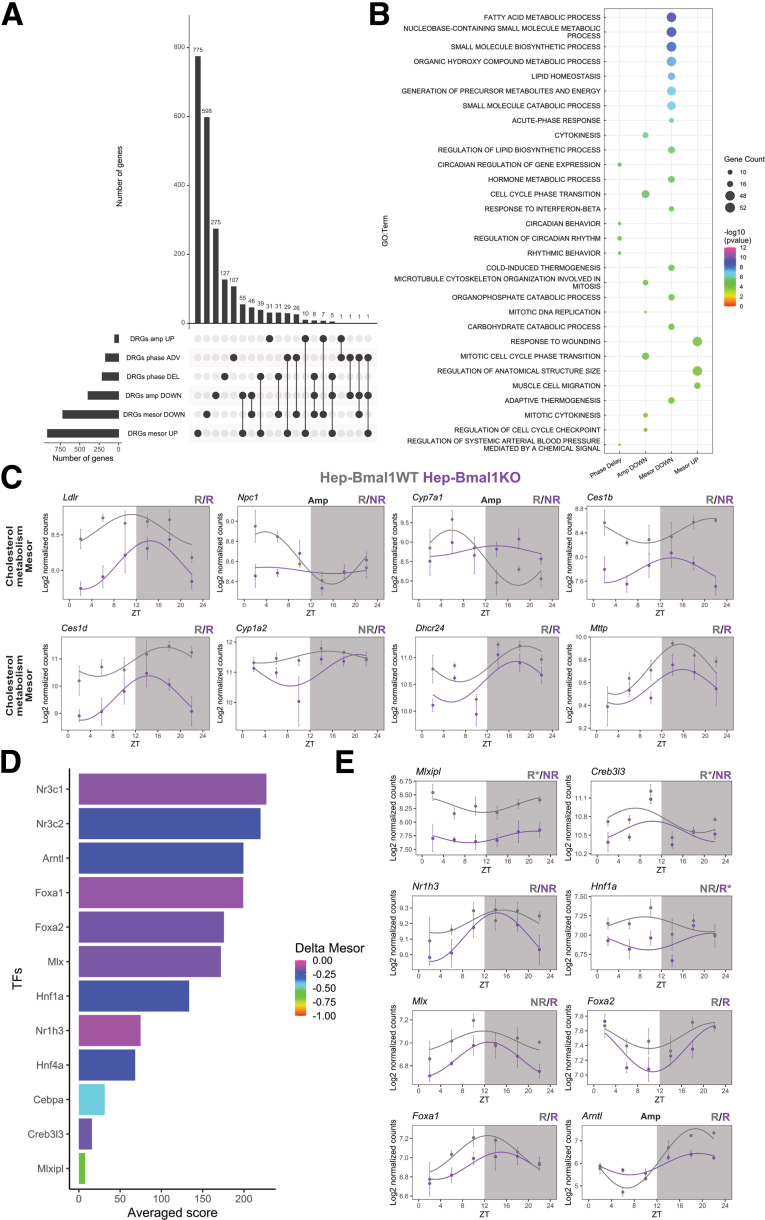
**Differential rhythm analysis of the diurnal liver transcriptome in Hep-Bmal1WT and Hep-Bmal1KO mice on a cdHFD shows that *Bmal1* deletion disrupts the expression of cholesterol-related genes.** (*A*) UpSet plot depicts the number of DRGs. (*B*) Enrichment analyses of the identified DRGs are depicted. (*C*) Diurnal expression profile of selected DRGs associated with cholesterol metabolism. Changes in additional rhythmic parameters are described in *bold letters*. (*D*) Predictive transcriptional factor analyses using Ch3A3 for DRGs with reduced mesor. (*E*) Diurnal expression profile of TFs identified using the Ch3A3 algorithm is depicted. ‘R’ symbol indicates rhythmicity, whereas ‘NR’ signifies arrhythmicity detected by CircaCompare. ‘R∗’ symbol shows a tendency of rhythmicity (*P* < .1). N = 4 per ZT, both male and female mice.

Based on our lipidomics findings, we performed a targeted analysis of cholesterol metabolism-associated DRGs. 

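Ces1d fell from 337 ± 163 CPM in livers labelled Hep-Bmal1WT to 142 ± 103 CPM in livers labelled Hep-Bmal1KO on cdHFD (SD, n = 24 each), with a mesor difference of -1.34 (standard error 0.23, p = 4.7e-07) and a log2 fold change of -1.33 (standard error 0.21, adjusted p = 2.4e-05) in edgeR's test. Ces1b (ENSMUSG00000078964, chromosome 8, 93056725 to 93080017) had a mesor difference of -0.68 (standard error 0.10, p = 4.4e-08). The genes are paralogs on the same part of chromosome 8, so reads could have been shared between them. Mttp (ENSMUSG00000028158, chromosome 3, 138089855 to 138143418) had a mesor difference of -0.16 (standard error 0.052, p = 0.0044) and Cyp1a2 (ENSMUSG00000032310, chromosome 9, 57676937 to 57683655) of -0.44 (standard error 0.17, p = 0.013). For Npc1 (ENSMUSG00000024413, chromosome 18, 12189694 to 12236506) the difference was -0.13 (standard error 0.057, p = 0.032), and its log2 fold change in edgeR's test was -0.15 (standard error 0.065, adjusted p = 0.16). Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6265612 to 6275632) had 65.7 ± 39.9 CPM in livers labelled Hep-Bmal1WT and 69.1 ± 28.5 CPM in livers labelled Hep-Bmal1KO (SD, n = 24 each), and its mesor difference was 0.18 (standard error 0.18, p = 0.33), higher and within the error. Of these 6 genes, 3 were lower in livers labelled Hep-Bmal1KO in edgeR's test at an adjusted p under 0.05.

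**Figure D4:**
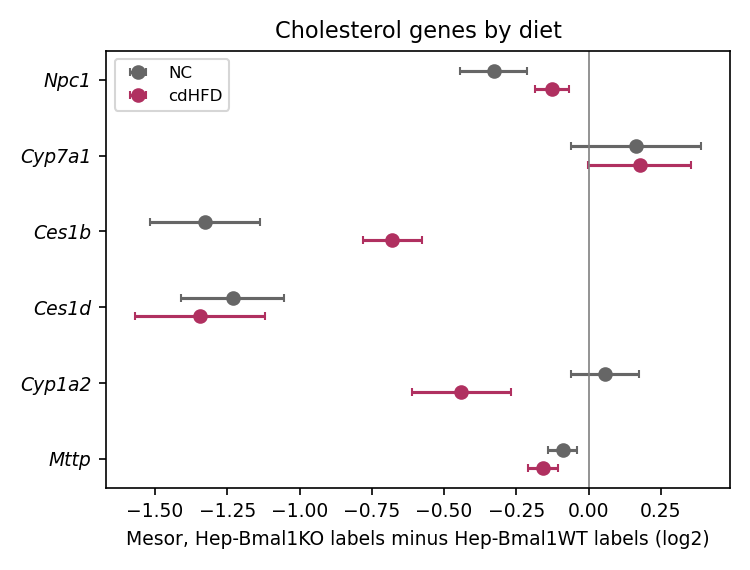
Difference in fitted mesor of 6 cholesterol genes, Hep-Bmal1KO labels minus Hep-Bmal1WT labels (log2 units, horizontal axis), on NC and on cdHFD, with the standard error of the fit (n = 24 per label and diet). On cdHFD, Ces1d lies at -1.34 and Ces1b at -0.68, and Cyp7a1 lies above 0 at 0.18.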

Several genes involved in cholesterol uptake (*Ldlr*), intracellular cholesterol transport (*Npc1*), bile acid secretion (*Cyp7a1*), and cholesterol metabolism (*Ces1b*, *Ces1d*, *Cyp1a2*, *Dhcr24*, *Mttp*) showed significant reductions in mesor. The *Hmgcr* profile showed no alteration in any rhythmic parameter (Supplementary Table 2). Additionally, reduced amplitudes of mRNA profiles for *Npc1* and *Cyp7a1* were observed with profiles classified as being non-rhythmic in Hep-Bmal1KO livers (Figure 4*C*). 

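The amplitude difference of Npc1 was -0.23 (standard error 0.081, p = 0.0060) and that of Cyp7a1 -0.59 (standard error 0.25, p = 0.024), as Hep-Bmal1KO labels minus Hep-Bmal1WT labels, and neither passed the adjustment over the rhythmic genes (adjusted p = 0.28 and 0.39 in the CircaCompare model). In livers labelled Hep-Bmal1KO, the cosinor p was 0.87 for Npc1 and 0.74 for Cyp7a1, against 3.0e-04 and 0.0023 in livers labelled Hep-Bmal1WT. In males alone, the amplitude difference of Cyp7a1 was 0.12 (p = 0.71).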

We employed the ChEA3 algorithm to identify putative TFs associated with DRGs exhibiting decreased mesor. This analysis was also performed on a subset of energy metabolism-associated DRGs with decreased mesor. We consolidated both lists to focus on shared TFs implicated in metabolism (Figure 4*D*). A total of 12 TFs were identified (Figure 4*E*), among which *Chrebp* (*Mlxipl*), *Creb3l3*, *Cebpa*, *Hnf4a*, and *Nr1h3* were top-ranked.

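Of the TFs of Figure 4E, 11 are reported here. All 11 had a lower mesor in livers labelled Hep-Bmal1KO at an unadjusted p under 0.05, with differences from -0.61 to -0.10, and 6 were lower in edgeR's test over all genes. As these TFs were selected on the same mice, their number shows no stability. No rhythm was detected in either label for 5 of them, among them Mlxipl, Creb3l3, Cebpa, and Hnf4a. Mlxipl had 46.3 ± 9.01 CPM in livers labelled Hep-Bmal1WT and 29.4 ± 6.89 CPM in livers labelled Hep-Bmal1KO (SD, n = 24 each), with a mesor difference of -0.61 (standard error 0.081, p = 2.6e-09) and a log2 fold change of -0.66 (standard error 0.085, adjusted p = 7.0e-07) in edgeR's test. Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928) had a log2 fold change of -0.48 (standard error 0.090, adjusted p = 2.3e-04), Hnf4a of -0.25 (standard error 0.043, adjusted p = 5.0e-05), Creb3l3 (ENSMUSG00000035041, chromosome 10, 81084329 to 81098872) of -0.19 (standard error 0.051, adjusted p = 0.0094), and Nr1h3 (ENSMUSG00000002108, chromosome 2, 91184061 to 91202829) of -0.12 (standard error 0.047, adjusted p = 0.11) in the same test.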

### Hepatocyte Clock-Driven Transcriptional Programs Regulate Cholesterol Metabolism

Considering that *Chrebp/Mlxipl* was identified as the top TF-associated with the DRGs exhibiting reduced mesor in our MASH model and its established role in regulating carbohydrate and lipid metabolism,^18^ we hypothesized a cooperative interaction between *Bmal1* and *Chrebp* in regulating MASLD/MASH progression. To directly test this interaction, we used an in vitro setup with murine hepatocytes treated with palmitate to induce steatosis.^19^^,^^20^ Following 48-hour palmitate treatment, a transcriptome analysis was conducted to assess the impact of palmitate-induced steatosis on gene expression. A total of 853 genes were upregulated and 975 downregulated by palmitate (bovine serum albumin [BSA] vs Palmitate; *Padj* < .1) (Figure 5*A* and *B*; Supplementary Table 4). Enrichment analysis of the upregulated genes revealed involvement in ribonucleoprotein complex biogenesis, ribosomal RNA processing, protein folding, and post-transcriptional regulation. In contrast, downregulated genes were enriched in pathways related to inflammatory response, cytokine biosynthesis, and lipid, carbohydrate, and steroid metabolism. Notably, palmitate treatment recapitulated several processes observed in Hep-Bmal1WT mice fed a cdHFD, with both conditions exhibiting upregulation of pathways related to cytoskeleton organization, protein transport and folding, and cellular responses to stress. In contrast, processes enriched among downregulated genes in both datasets included pathways involved in lipid metabolism, small molecule biosynthetic processes, and, expectedly, circadian rhythms (Figure 5*C*; Supplementary Tables 3 and 4).

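For the mouse part of this comparison, the 24 NC and 24 cdHFD livers labelled Hep-Bmal1WT were compared with the CircaCompare model. The mesor differed at an unadjusted p under 0.05 for 3259 genes rhythmic on at least 1 diet, 1566 higher and 1693 lower on cdHFD, and 3091 passed the adjusted threshold. Leaving out replicate 1 of every group moved this count most, to 2130 genes. All 51 genes listed for lipid homeostasis were lower on cdHFD, with a median mesor difference of -0.52, and 33 of them were rhythmic on at least 1 diet. For small molecule biosynthesis and steroid metabolism, the gene lists in the supplementary table are shortened. The listed genes found, 70 and 64, were lower on cdHFD, with median differences of -0.96 and -0.78. These genes were selected by the paper on the same mice. No plate column held libraries of both diets, so plate column and diet cannot be told apart, and 4 of the 48 libraries, 2 on each diet, lie at the position of the other genotype.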

**Figure 5:**
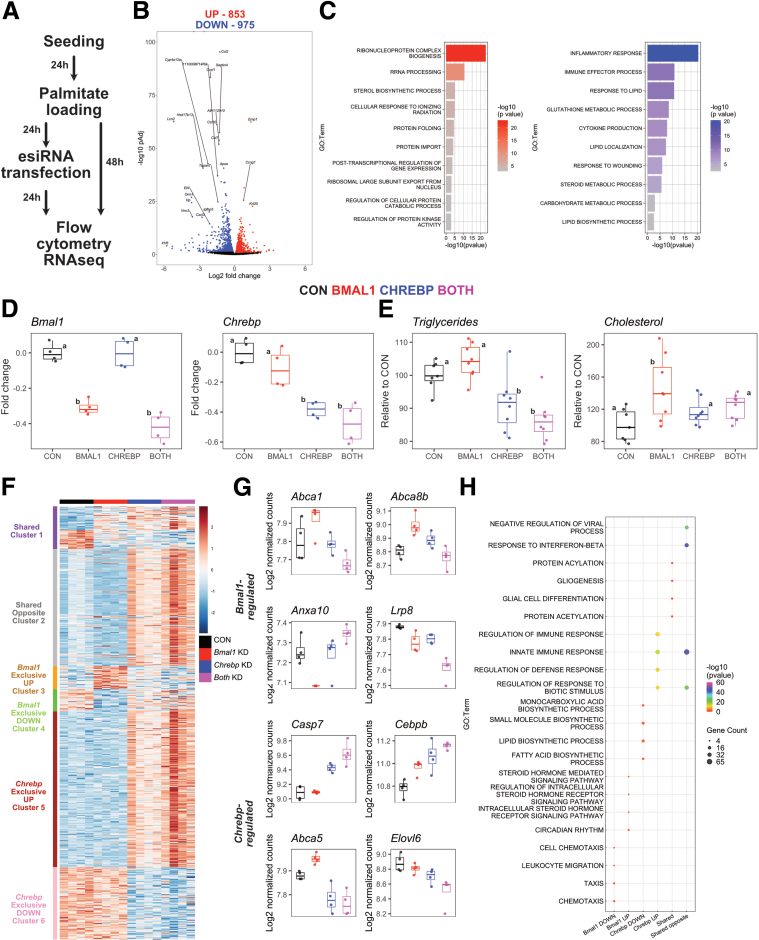
**An in vitro model of MASLD demonstrates that the *Bmal1*-regulated transcriptional program specifically controls cholesterol metabolism in immortalized hepatocytes, without impacting lipid metabolism.** (*A*) Schematic of the experimental design. (*B* and *C*). Volcano plots displaying genes with increased (*red*) and decreased (*blue*) expression, accompanied by enrichment analysis (N = 4 per group). (*D*) qPCR validation of knockdown efficiency for *Bmal1*, *Chrebp*, and combined *Bmal1*-*Chrebp* (BOTH) (N = 4 per group). (*E*) Dual staining analysis of triglycerides and cholesterol via flow cytometry (n = 7–8 per group). *Letters* denote statistical significance determined by 1-way ANOVA followed by Tukey post-test. (*F*) Heatmap illustrating gene expression clustering (N = 4 per group), with distinct clusters highlighted in response to gene knockdown (KD). (*G*) Representative plots showcasing unique *Bmal1*- and *Chrebp*-regulated targets. (*H*) Enrichment analysis of the clusters identified in panel (*F*).

To explore a putative interaction between *Bmal1* and *Chrebp*, we conducted combinatory silencing experiments using endoribonuclease-prepared small interfering RNA (esiRNA). The aim of this experiment was to examine the transcriptional effects of silencing *Bmal1* or *Chrebp*, as well as to assess the impact of dual silencing. By studying transcriptome changes in *Bmal1*- and *Chrebp*-silenced cells, we aimed at inferring a synergistic or antagonistic relationship between these genes. Twenty-four hours after esiRNA transfection (48 hours postpalmitate treatment), transcriptome analyses were performed. Transcriptome data confirmed the successful silencing of *Bmal1* and *Chrebp*, which was further validated by quantitative polymerase chain reaction (qPCR) (Figure 5*D*; Supplementary Table 4). DESeq2 analyses identified 1377 differentially expressed genes (DEGs) in response to *Bmal1*, *Chrebp*, or dual silencing (likelihood ratio test; *Padj* < .1). Dual-labeling triglycerides and cholesterol staining revealed that silencing *Chrebp* alone, or in combination with *Bmal1*, significantly reduced triglyceride levels, indicating a *Chrebp*-driven effect. However, only *Bmal1* silencing resulted in elevated cholesterol levels in murine hepatocytes (Figure 5*E*), mirroring the in vivo phenotype observed in cdHFD-fed Hep-Bmal1KO mice (Figure 3*B* and *C*).

To identify genes exclusively regulated by *Bmal1* or *Chrebp*, we filtered the previously identified DEGs using a threshold of a 25%-fold change (log2 of 0.32), ensuring they were unique to either the *Bmal1* or *Chrebp* dataset (Figure 5*F*). This analysis yielded 640 DEGs, which were categorized into 6 distinct classes: shared with similar regulation (63 DEGs), shared with opposite regulation (173 DEGs), genes exclusively upregulated upon *Bmal1* silencing (34 DEGs) (Figure 5*G*), genes exclusively downregulated upon *Bmal1* silencing (33 DEGs) (Figure 5*G*), genes exclusively upregulated upon *Chrebp* silencing (230 DEGs) (Figure 5*G*), and genes exclusively downregulated upon *Chrebp* silencing (107 DEGs) (Figure 5*G*).

Comparison of the genes coregulated by *Chrebp* and *Bmal1* in the same direction (shared cluster, Figure 5*F*) revealed enrichment of protein acetylation and positive regulation of immune effector process (Figure 5*H*; Supplementary Table 4). In contrast, a distinct set of genes showed opposite regulation when either *Chrebp* or *Bmal1* was silenced (shared opposite cluster) (Figure 5*F*). These genes were also mainly linked to immune responses, interferon-beta signaling, and cytokine production (Figure 5*H*; Supplementary Table 4). These results demonstrate that both genes significantly influence immune- and inflammation-related gene programs, but in opposing directions. Notably, the number of genes with opposing regulation was roughly 3 times greater than those with shared regulation.

*Chrebp*-exclusive upregulated DEGs were also associated with immune system responses such as nuclear factor κB (NF-κB) signaling, regulation of leukocyte differentiation, and cytokine production. On the other hand, *Chrebp*-exclusive downregulated DEGs were primarily associated with fatty acid and lipid metabolism (Figure 5*H*; Supplementary Table 4). Albeit numerically smaller than *Chrebp*-exclusive genes, downregulated *Bmal1*-exclusive genes were enriched in pathways related to innate immune response and chemotaxis, whereas *Bmal1*-exclusive upregulated DEGs were associated with circadian rhythms, steroid metabolism, and lipid metabolism (Figure 5*H*; Supplementary Table 4). Further analysis of *Bmal1*-associated genes revealed several indirect regulators of energy metabolism (eg, *Igf1*, *Lbh*, *Rorc*, and *Foxa1*) in addition to identifying *Abca1* and *Abca8b*, key cholesterol efflux proteins (Figure 5*F* and *G*).

To further investigate an interaction between BMAL1 and CHREBP, we performed ChipPCR analysis of established *Chrebp* targets (e.g., *Txnip*, *Pklr*, *Klf10*) at the highest time of BMAL1 binding (ZT 6).^21^ In Hep-Bmal1KO mice, loss of BMAL1 was associated with increased CHREBP occupancy at these promoters, while this pattern was unaffected by the presence of MASH. These findings suggest that hepatic *Bmal1* deficiency enhances CHREBP binding to its target genes, indicating a perturbation of CHREBP-regulated transcriptional programs (Figure 6*A–C*). Notably, the transcriptomic perturbation, evidenced by the number of DEGs following gene knockdown, was more pronounced in *Chrebp*-silenced samples, suggesting that *Chrebp* has a stronger influence on liver transcriptome regulation. Moreover, we identified several *Chrebp*-regulated gene programs associated with lipid metabolism. The significant downregulation of genes involved in lipid biosynthesis is consistent with the observed reduction in triglyceride levels in *Chrebp*-silenced samples, in line with previous studies on *Chrebp* overexpression or knockdown.^22^, ^23^, ^24^

**Figure 6:**
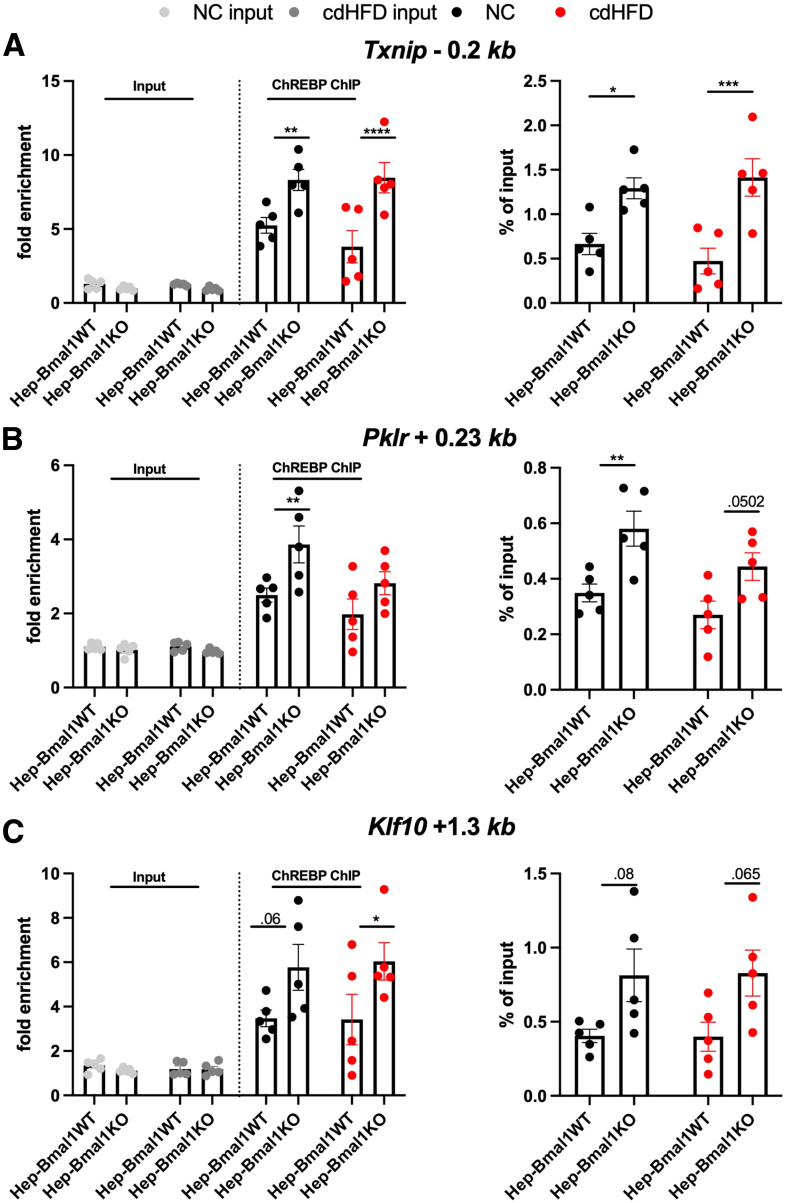
**Chrebp ChipPCR in Hep-Bmal1WT and Hep-Bmal1KO livers.** (*A–C*) Analysis of selected *Chrebp* targets in livers of Hep-Bmal1WT or Hep-Bmal1KO mice fed with NC or cdHFD. N = 5 per group performed at ZT6.

Although *Bmal1* silencing had a relatively modest impact on the overall transcriptome, it notably upregulated several cholesterol-related genes, particularly *Abca1* and *Abca8b*, suggesting a compensatory response to elevated cholesterol levels. This highlights the selective role of *Bmal1* in liver cholesterol metabolism. In vitro data, supported by in vivo diurnal transcriptome analyses, indicate that *Bmal1* deletion disrupts multiple aspects of cholesterol regulation at the transcriptional level. This includes reduced cholesterol uptake (*Ldlr*, reduced expression), impaired intracellular cholesterol transport (loss of *Npc1* rhythmicity), diminished bile acid secretion (loss of *Cyp7a1* rhythmicity), and increased cholesterol secretion (elevated *Abcg5* and *Abcg8* expression). 

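Abcg5 (ENSMUSG00000040505, chromosome 17, 84658174 to 84683011) rose from 34.9 ± 15.5 CPM in livers labelled Hep-Bmal1WT to 47.9 ± 16.7 CPM in livers labelled Hep-Bmal1KO on cdHFD (SD, n = 24 each), with a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.0020) in edgeR's test, and was higher at all 6 ZTs. Abcg8 (ENSMUSG00000024254, chromosome 17, 84676302 to 84700333), whose annotated span overlaps that of Abcg5, had a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.0040). On NC, the log2 fold changes were 0.48 (standard error 0.093, adjusted p = 2.2e-04) and 0.33 (standard error 0.098, adjusted p = 0.018), and the test of the difference between diets gave an adjusted p of 0.99 for Abcg5 and 0.66 for Abcg8 in edgeR. From the in vitro data and these diurnal profiles, the paper proposes that Bmal1 deletion disrupts several aspects of cholesterol regulation at the transcriptional level.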

Although such changes were found at the transcriptional level, hepatic cholesterol measurements—by 2 independent methods—showed increased hepatic cholesterol in the livers of Hep-Bmal1KO fed with cdHFD. In addition, our in vitro assay, where *Bmal1* expression was silenced in murine hepatocytes treated with palmitate, yielded increased cholesterol. Taken together, our findings suggest a selective role of *Bmal1* in regulating cholesterol metabolism.

### Patients With Metabolic Dysfunction–Associated Steatohepatitis Show an Altered Internal Circadian Phase

To translate our findings to the human situation, we evaluated hepatic cholesterol content and circadian clock gene expression in liver biopsies from a patient cohort living with obesity, and either metabolic dysfunction-associated steatotic liver (MASL, simple steatosis) or MASH with a body mass index ≥40 kg/m^2^ or ≥35 with at least 1 cardiometabolic comorbidity (hypertension, type 2 diabetes mellitus, dyslipidemia, or obstructive sleep apnea syndrome) (Supplementary Table 5). To account for temporal effects on clock gene expression, we developed an internal phase index by multiplying *PER3* expression with *NR1D2*, then dividing the result by *BMAL1* expression. A higher ratio implies an increased expression of *PER3* and *NR1D2*, whereas a decreased ratio suggests increased *BMAL1* expression (Figure 7). Importantly, our measurements cannot be used to infer internal phase, but they can be used to indicate a potential circadian disruption condition. Indeed, we identified that patients with MASH had a higher ratio compared with patients with MASL (eg, simple steatosis), thus suggesting altered internal phasing in MASH (Figure 8*A*). Importantly, both MASL and MASH samples were collected across the day and not restricted to a given phase, thus reducing a temporal bias in our sample collection. However, no differences in total hepatic cholesterol between MASH and MASL samples were observed (Figure 8*A*). Considering the entire cohort (MASL and MASH), hepatic cholesterol was positively correlated with serum high-density lipoprotein levels. Internal phasing had a borderline significant trend with disease score (NAFLD Activity Score; *P* = .07) (Figure 8*B*).

**Figure 7:**
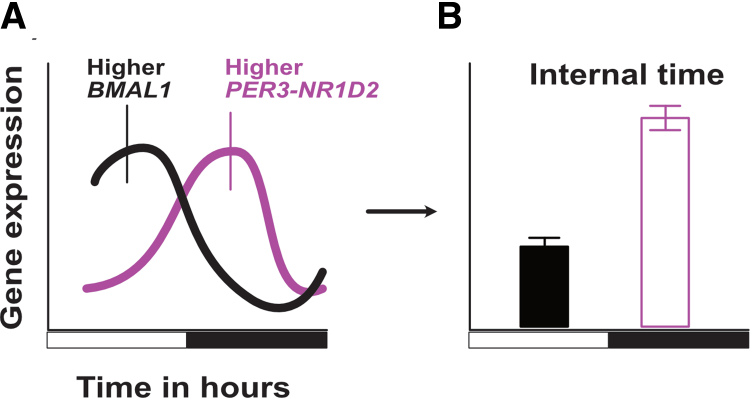
**Defining the internal timing.** (*A*) Graphic representation of the diurnal gene expression of *BMAL1* (*black curve*) and *PER3*-*NR1D2* (*purple curve*). (*B*) Presentation of the internal time calculation obtained from the graph described in (*A*).

**Figure 8:**
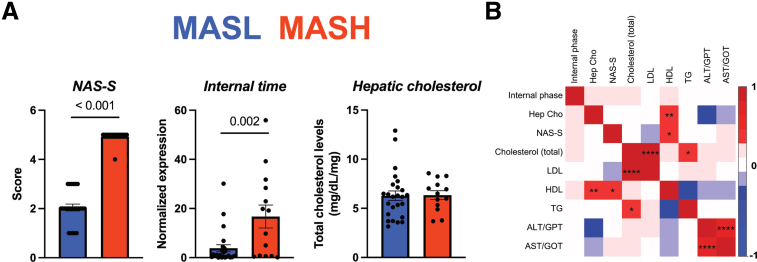
**Altered circadian phase in livers of patients with MASH compared with simple steatosis.** (*A*) NAFLD Activity Score, internal timing expression, and hepatic cholesterol levels of patients with MASL and MASH are depicted. (*B*) Correlation of clinical data with hepatic cholesterol and internal timing. N = 14 for MASL and N = 24 for MASH.

Therefore, the human findings suggest a correlation between disrupted circadian rhythms, namely altered internal phasing, with MASL-to-MASH progression.

## Discussion

Our research highlights the role of the hepatocyte circadian clock. Under physiological conditions, the absence of the circadian clock in hepatocytes led to a reorganization of the hepatic transcriptome, impacting thousands of genes with alterations in mesor, phase, and/or amplitude. It further decreased the expression of several metabolic-associated TFs, suggesting a possible interaction between BMAL1 and other TFs. The protective function of the hepatocyte clock became apparent when mice were subjected to cdHFD, as Hep-Bmal1KO mice demonstrated exacerbated MASH development. At the transcriptional level, the absence of the hepatocyte circadian clock significantly modified cholesterol metabolism, influencing several genes implicated in cholesterol uptake, transport, and degradation. Predictive bioinformatic analyses identified a potential interaction between *Chrebp* and *Bmal1*. Subsequent in vitro mechanistic studies revealed that *Bmal1* and *Chrebp* share an antagonistic relationship, with these TFs modulating multiple metabolic pathways in opposite directions. A novel aspect of our findings revealed that the hepatic *Bmal1*, under our experimental conditions, selectively regulates cholesterol metabolism. Importantly, our investigation in a cohort of obese patients with MASL/MASH had an altered internal phasing, suggesting disrupted circadian rhythms in MASH livers, but did not recapitulate the hepatic cholesterol phenotype observed in experimental models.

Under NC conditions, the livers of Hep-Bmal1KO mice exhibited significant disruption in several clock genes, including *Bmal1*, *Clock*, *Cry1*, *Cry2*, *Nr1d1*, and *Nr1d2*. However, it is noteworthy that approximately 50% of the transcriptome remained rhythmic in both Hep-Bmal1KO and Hep-Bmal1WT mice. This observation must be reconciled with the fact that Hep-Bmal1KO mice display rhythmic locomotor and feeding behaviors.^15^ Given that the liver’s circadian clock is particularly sensitive to feeding regimens,^25^ the presence of such consistent rhythms is not unexpected. Comprehensive circadian analyses revealed a pronounced rewiring effect. Among the numerous identified processes, the absence of *Bmal1* in hepatocytes resulted in diminished expression of genes linked to lipid and glycerolipid metabolism. Additionally, phase effects, characterized by advances or delays, were noted in lipid and cholesterol metabolism, suggesting a complex regulation of these pathways. However, a minor effect on the lipidome was observed between Hep-Bmal1WT and Hep-Bmal1KO fed with ad libitum NC. A notable finding, however, was the substantial downregulation of several TFs. Although rhythmicity prevailed in most instances, several TFs exhibited a marked reduction in mesor, indicating *Bmal1*’s regulatory role in the diurnal regulation of these TFs.

Extensive research on the effects of *Chrebp* regulating energy metabolism has been performed. Global *Chrebp* knockout increased plasma glucose due to reduced insulin sensitivity, increased hepatic glycogen levels, and reduced lipogenesis, events which were enhanced when mice were fed a high-starch diet.^26^ In the leptin-deficient model (ob/ob), global *Chrebp* knockout decreased hepatic fatty acid synthesis, normalized triglyceride levels, and reduced body weight.^27^ Similar findings were observed in ob/ob mice with hepatocyte-targeted adenovirus-silenced *Chrebp*, including a reduction in hepatic cholesterol levels.^28^ Global *Chrebp* knockout mice fed with a Western diet had reduced hepatic lipid and cholesterol levels, decreased beta-oxidation and ketogenesis, and increased intestinal lipid absorption.^24^ Lipid accumulation in hepatocyte-specific *Chrebp* knockout mice was similar to that in control mice when they consumed regular chow or a high-fat diet (HFD). However, these knockout mice exhibited lower lipid levels when fed a carbohydrate-rich diet. Despite being protected from carbohydrate-induced hepatic steatosis, the hepatocyte-specific *Chrebp* knockout mice showed impaired glucose tolerance.^29^ Conversely, hepatic *Chrebp*-overexpressing mice fed an HFD had more pronounced hepatic steatosis despite having improved insulin signaling and glucose tolerance compared with controls.^22^

The putative interaction between *Bmal1* and *Chrebp* has not yet been explored in depth. Predictive transcription factors linked to genes exhibiting reduced mesor under both control and cdHFD conditions have identified *Chrebp* as the most significantly associated TF factor in the livers of Hep-Bmal1KO mice. Our in vitro model of steatosis utilizing hepatocytes further illuminated this novel interaction. Transcriptome analysis indicated that *Chrebp* and *Bmal1* likely interact through opposing regulatory pathways, which is evident from the fact that DEGs with opposing regulation are approximately 3 times higher than those with shared regulation. Silencing *Chrebp* in vitro resulted in a greater disruption, evidenced by nearly a 5-fold increase in DEGs compared with *Bmal1*-silenced hepatocytes. Consistent with earlier research,^22^^,^^26^, ^27^, ^28^ *Chrebp* silencing diminished genes related to lipogenesis. Further confirmatory findings came from the in vitro palmitate model in which *Chrebp*-silenced hepatocytes had reduced triglyceride levels compared with control and *Bmal1*-silenced hepatocytes. Importantly, dual *Bmal1* and *Chrebp*-silencing also resulted in reduced triglycerides, thus suggesting a *Chrebp*-dependent effect in line with the transcriptome predictions. Furthermore, the findings supporting the *Chrebp*-*Bmal1* interaction revealed that CHREBP-ChIPPCR showed enhanced binding of CHREBP to classical CHREBP-regulated genes (*Txnip*, *Pklr*, *Klf10*) in Hep-Bma1KO livers under NC conditions, which remained unchanged by MASH. Therefore, our findings identified a novel interaction of *Chrebp* with *Bmal1*, thus suggesting that *Chrebp* effects in the liver can be time-of-day–dependent, a matter for future investigation.

Our research highlights the protective role of the hepatic clock during MASH development. Interestingly, at the transcriptional level, many lipid-associated genes had reduced mesor and amplitude in Hep-Bmal1KO mice, but these changes did not affect lipid levels across the genotypes. Our transcriptional findings agree with a previous report showing that adenovirus-dependent *Bmal1* deletion leads to reduced expression of lipogenic genes via an AKT-dependent pathway. An important distinction is that these findings were performed in fasted mice that were refed, whereas our findings are derived from ad libitum–fed mice.^30^ Moreover, primary hepatocytes from global *Bmal1* knockout mice show reduced *Chrebp* expression and impaired lipogenesis in response to glucose overload.^30^ In contrast, cholesterol-associated genes were affected, and hepatic cholesterol levels were higher in Hep-Bmal1KO mice. Poorer MASH scores and increased fibrosis were also noted in Hep-Bmal1KO mice. Our findings indicate a role for *Bmal1* in regulating hepatic cholesterol metabolism, supported by in vitro experiments with *Bmal1*-silenced hepatocytes. The selective role of *Bmal1* in regulating cholesterol metabolism is unclear from previous studies. For example, Hep-Bmal1WT and Hep-Bmal1KO fed with a chow diet exhibited decreased triglyceride levels only in the morning (ZT 0), and no cholesterol levels were measured.^31^ In addition, loss of *Bmal1* in hepatocytes of HFD-fed mice leads to increased hepatic levels.^32^ In our experiments (ZT 6), no changes in hepatic lipids were noted, except for a few types of glycerophospholipids. A recent study revealed that the silencing of *Bmal1* in hepatocytes enhances m6A mRNA methylation, contributing to the lipid disruption seen in Hep-Bmal1KO mice.^33^ In an elegant study, global *Bmal1* KO mice in an *Apoe*-null background exhibited elevated hepatic cholesterol and triglyceride levels and reduced cholesterol excretion in bile and feces. In Hep-Bmal1KO/ApoeKO mice, hepatic cholesterol and triglyceride levels were also elevated compared with Hep-Bmal1WT/ApoeKO mice. Overexpression of *Bmal1* in the liver of Hep-Bmal1KO/ApoeKO mice increased cholesterol and bile acid levels in the bile. This effect was dependent on *Bmal1* regulating the rhythmic expression of *Abcg5* and *Abcg8*.^34^ Notably, our findings support earlier research by Pan et al and reinforce *Bmal1*’s involvement in hepatic cholesterol regulation. However, Pan’s study was conducted in an *Apoe*-null background, whereas our research concentrated on the role of *Bmal1* in hepatocytes. Importantly, the subtle changes observed in serum lipidomics suggest that the hepatic clock regulates cholesterol metabolism in a liver-autonomous manner, with minimal influence on systemic parameters. Some studies have suggested potential pathways for the protective role of the hepatic clock. For instance, a study has shown that the protective effects of the hepatocyte clock are mediated via transforming growth factor-β signaling that suppresses fibrotic gene expression in healthy conditions. Metabolic stress disrupts this rhythmic control, enhancing profibrotic pathways and promoting liver fibrosis in MASH.^35^ Conversely, disruption of the hepatic clock has been shown to disrupt mitochondrial structure, leading to increased oxidative stress, which contributes to insulin resistance, increased hepatic lipid accumulation, and metabolic dysfunction. Hepatic *Bmal1* restoration mitigates the deleterious effects caused by an HFD, thus showing a direct link between *Bmal1* and mitochondrial regulation.^32^ Using our in vitro steatosis model, we could identify that hepatocytes treated with palmitate, a mimic for steatotic condition,^19^^,^^20^ had increased cholesterol levels when *Bmal1* was silenced compared with control and *Chrebp*-silenced groups. Transcriptome analysis also identified an upregulation of cholesterol efflux transporters (*Abca1* and *Abca8b*), suggesting a compensatory mechanism due to the high cholesterol levels in vitro. Interestingly, the gene signature associated with cholesterol in vivo was associated with reduced mesor and/or amplitude for cholesterol uptake, intracellular transport, bile acid secretion, and higher cholesterol secretion. Collectively, both in vitro and in vivo evidence point towards a selective role of *Bmal1* in regulating hepatic, but not serum cholesterol metabolism under our experimental conditions.

Circadian rhythm evaluation in patients with MASLD is challenging due to the difficulty of obtaining liver samples from the same individual at multiple time points throughout the day. However, in an elegant study by Johanns and colleagues, the authors successfully collected liver biopsies from healthy patients, patients with MASL, and patients with MASH throughout the day. Their analysis revealed time-of-day-dependent transcriptomic changes between morning (AM) and afternoon (PM) samples, regardless of disease status. They also observed that the AM-to-PM fold changes of common time-dependent DEGs were progressively attenuated in steatotic livers and further diminished in MASH livers, compared with healthy controls.^36^ This is in line with the predictions of a gradual disruption of hepatic rhythms as MASLD progresses.^6^ Our findings in humans further support these results, as patients with MASH exhibit altered internal phasing compared with those with MASL, which suggests a further impairment of liver circadian rhythms in MASH compared with MASL. Importantly, our analyses may be subject to cofounding factors that were not controlled, such as meal timing or meal content, and should be interpreted as suggestive evidence of impaired rhythms in patients with MASH.

Our study has its limitations. For instance, our differential rhythm analysis was based on an uncorrected *P* value, which may result in higher false-positive rates. To address this, a more stringent *P* value threshold (< .01) was set to determine rhythmicity, with these genes later used for differential rhythm analysis. Our analyses did not include the zonation effect. Triacylglycerols, diacylglycerols, sphingolipids, and ceramides exhibited specific alterations and a shift from pericentral to periportal localization in MASH.^37^ However, our earlier research did not find a distinct zonation effect regarding lipid accumulation in mice fed a cdHFD.^14^ This phenomenon is related to the strong induction of MASH by cdHFD, which can occur in just 2 weeks. However, it does not accurately reflect the progression of human MASH, limiting the clinical applicability of our results.^38^^,^^39^ In fact, the hepatic cholesterol phenotype induced by *Bmal1* loss was not replicated in the human cohort. This difference could be due to various factors, including differences in hepatic zonation, as biopsy samples likely vary in their representation of metabolic regions with distinct lipid profiles. One should also consider that *Bmal1* knockout in the liver is an extreme condition that completely disables BMAL1 function, whereas human MASH livers still express *BMAL1* (likely functional), despite disrupted rhythmic transcript expression. The analysis of total rather than specific cholesterol fractions, and the early disease stage with minimal fibrosis in all patients, may have precluded detectable cholesterol accumulation at the time of sampling. We could not make a full comparison because there were no healthy lean liver biopsy biopsies available, owing to ethical limitations. Although our target *Bmal1* deletion in hepatocytes led to marked effects in the liver, the contribution of other nonhepatocyte cells in regulating cholesterol metabolism remains elusive and should be addressed using single-cell RNA sequencing in future experiments.

Taken altogether, our study offers a valuable overview of the role of the hepatocyte clock under NC and MASH conditions, providing a useful resource for future experiments. We discovered that impairing the circadian clock of hepatocytes impacts the expression of various metabolism-associated TFs, contributing to the exacerbated development and progression of MASH. We also identified a new connection between *Bmal1* and *Chrebp*, which, although not directly affecting hepatic cholesterol metabolism, highlighted a potential circadian regulation of *Chrebp* in the liver. Importantly, these findings are linked to a specific role of *Bmal1* in regulating hepatic cholesterol metabolism. Our experimental findings were supported by clinical data showing that human MASH livers show altered internal phasing compared with MASL livers. Collectively, our findings suggest that targeting the circadian clock can be a promising pathway to treat MASH in humans.

## Materials and Methods

### Mouse Model and Experimental Conditions

To achieve hepatocyte-specific deletion of *Bmal1*, we used Alb^Cre^ mice (B6.Cg-Speer6-ps1Tg(Alb-cre)21Mgn/J, Jackson Laboratory, stock #003574) crossed with Bmal1^flx/flx^ mice (B6.129S4(Cg)-Bmal1-tm1Weit/J, Jackson Laboratory, stock #007668), as initially described.^15^ All mice were on a C57BL/6J background. This breeding generated hepatocyte-specific *Bmal1* knockout mice (Alb^Cre/+^/Bmal1^flx/flx^) and their littermate controls (Alb^+/+^/Bmal1^flx/flx^) referred to as Hep-Bmal1KO and Hep-Bmal1WT, respectively. Genotyping was carried out using specific primers recommended by the Jackson Laboratory. Eight- to 10-week-old male and female mice were housed under a 12-hour light/12-hour dark cycle at 22 °C ± 2 °C, with free access to food and water, and acclimated to the experimental conditions for at least 1 week. Mice were fed either NC (27% protein, 14% fat, 59% carbohydrate, Altromin) or a cdHFD (9% protein, 60% fat, 2% cholesterol, and 31% carbohydrate, with 0.17% methionine, Ssniff E15673-94) for 2 weeks to induce MASH, as previously described.^14^ After the diet period, mice were euthanized every 4 hours, starting 2 hours after lights on (ZT 2), for tissue collection, which was immediately flash-frozen in liquid nitrogen and stored at −80°C. The study was ethically approved by the Animal Health and Care Committee of the Government of Schleswig–Holstein, following international animal welfare guidelines. Both male and female mice were used in balanced cohorts for the experiments, except group Hep-Bmal1WT fed with cdHFD at ZT14 (RNA sequencing), where it had one female sample. Data reporting follows Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Human Cohort

The study enrolled patients from 2 different medical centers, the Department of General, Visceral, Thoracic, Transplantation, and Pediatric Surgery, University Medical Center Schleswig-Holstein, Kiel; and the Department of Surgery, University Medical Centre Schleswig-Holstein, Campus Lübeck. All patients with obesity had undergone surgical liver biopsy during the bariatric intervention. The patients were aged >18 years and fit the criteria for obesity surgery according to current guidelines, namely, body mass index ≥40 kg/m^2^ or ≥35 kg/m^2^ and at least 1 cardiometabolic comorbidity (hypertension, type 2 diabetes mellitus, dyslipidemia, or obstructive sleep apnea syndrome). Preoperative evaluation included a detailed medical history, physical examination, and nutritional, metabolic, cardiorespiratory, and psychological assessment. Exclusion criteria were autoimmune, inflammatory, or infectious diseases, viral hepatitis, cancer, or known alcohol consumption (>20 g/day for women and >30 g/day for men). Groups were categorized according to liver histology. Clinical data and type of bariatric surgery are summarized in Supplementary Table 5. All patients provided written informed consent. The local ethics committee approved the present clinical investigations. The study was conducted in accordance with the Declaration of Helsinki. Liver samples were either snap-frozen directly in liquid nitrogen in the operating theatre or stored in phosphate-buffered saline (PBS) on ice for a short period for transport before freezing. Samples were stored at −80 °C until further processing.

### Bulk Transcriptome Analyses

Transcriptome analysis was performed using the Bulk RNA barcoding and sequencing (BRB-seq). In this method, only the 3′ portion of the mRNA is sequenced, thus reducing the need to sequence the whole transcript, and it has a similar efficiency compared with the TruSeq method.^40^ RNA from livers was extracted using Trizol according to the manufacturer's recommendation. High-quality RNA with ratios (260/280 and 260/230 ratios) higher than 1.8 were used. RNA integrity was assessed by gel electrophoresis. Similar RNA input was used to generate complementary DNA (cDNA) libraries using the MERCURIUS kit (Alithea Genomics). Libraries were sequenced on the Illumina NovaSeq 6000 platform at a depth of 8 million raw reads per sample. 

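Counted over all entries of the deposited table, including reads that were not aligned or matched no gene, the 96 libraries held between 2646447 and 13124399 reads, with a median of 8859002. A median of 73.9% of them were counted on genes, between 1861740 and 9718615 per library. The 10 most abundant genes took a median of 25.5% of the gene counts in livers labelled Hep-Bmal1WT on NC and 21.4% in livers labelled Hep-Bmal1KO, and 20.0% and 19.6% on cdHFD.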

The sequencing reads were demultiplexed using the BRB-seq tools suite and aligned against mouse genome (mm10) using STAR, and count matrices were generated using HTSeq.^40^ FeatureCounts was used to count the read numbers mapped to each gene.

### Lipidomics Analysis of the Liver via Liquid Chromatography Coupled to Tandem Mass Spectrometry

Liver tissue, obtained from ZT6, from male and female mice was cryo-ground using a cell crusher device. Fifty microliters of water were added to 20 mg of tissue powder. Serum (20 μL) was obtained from ZT 10. Lipidomics analyses were performed as previously described.^19^ In brief, measurements were conducted with a Dionex Ultimate 3000 RS LC-system and an Orbitrap mass spectrometer, using high-quality solvents and a heated-electrospray ionization probe. Lipid profiling involved extracting lipids from tissue homogenate using a specific solvent mix (1 mL or 0.4 mL for tissue and serum, respectively). Dried extracts were reconstituted in 50 μL or 20 μL of methanol/isopropyl alcohol (1:1, v/v) for tissue and serum, respectively, followed by liquid chromatography coupled to tandem mass spectrometry analysis on an Accucore C30 RP column. Data were acquired with data-dependent mass spectrometry^2^ scans, and lipids were identified using Compound Discoverer 3.3/3.5 and 2 additional databases.^41^ The area under the peak was normalized to the internal standard and, in the case of tissue, to sample weight. An extraction blank and quality control samples were used to ensure data quality and linearity for both tissue and serum samples. Raw data were log2 transformed. To compare all groups, 2-way analysis of variance (ANOVA) followed by Tukey’s honest significant difference, corrected by multiple comparisons was used. For pair-wise comparison, Welch Student’s *t* test was used. Validation of hepatic cholesterol levels was performed using a commercial kit (STA 384; Cell Biolabs). Two-way ANOVA followed by Tukey’s post-test was used to analyze the data. In both cases, *Padj* < .05 was deemed significant. For serum lipidomics, sample 108,025 was considered an outlier and excluded.

### Hepatic Cholesterol Evaluation

Total hepatic cholesterol was processed according to the manufacturer’s instructions (Cell Biolabs, STA 384). In short, liver samples (approximately 10 mg) from male and female mice were homogenized in 0.2 mL of extraction buffer (chloroform:isopropanol:NP40, 7:11:0.1) using a bead-based homogenizer. Following centrifugation at 15,000 × g for 10 minutes at room temperature, the supernatant was carefully transferred to new tubes, ensuring avoidance of the pellet. Samples were incubated at 50 °C for 30 to 60 minutes and vacuum-dried at 45 °C for 30 to 60 minutes. Dried lipids were resuspended in 200 μL of 1× assay diluent. The cholesterol reaction reagent was freshly prepared by combining cholesterol oxidase (1:50), horseradish peroxidase (1:50), colorimetric probe (1:50), and cholesterol esterase (1:250) in 1× assay diluent. Cholesterol standards were created by serial dilution of a 250-μM cholesterol stock solution in 1× assay diluent. Fifty microliters of samples diluted 1:20 were added to a 96-well plate, followed by 50 μL of cholesterol reaction reagent. After incubation at 37 °C for 45 minutes in the dark, absorbance was measured at 555 nm, and cholesterol levels were determined using a standard curve. Hepatic cholesterol was normalized by the amount of tissue. Permutation test using the package lmPerm in R studio was used to compare human data.

### Histologic Analyses

For hematoxylin and eosin staining, mouse liver samples were collected, rinsed in PBS, and fixed in 4% paraformaldehyde (Electron Microscopy Sciences) for 48 hours. Samples from male and female ZT 6, 10, 18, and 22 were used. Subsequently, the samples were dehydrated through a graded ethanol series. The livers were then embedded in paraffin and sectioned into 2- to 5-μm slices. Following dewaxing and rehydration, the slices were stained with hematoxylin and eosin for examination under a light microscope. Elastica van Gieson staining and Gömöri Silver Impregnation was used. A senior pathologist, who was blinded to the sample identities, assessed the sections and assigned scores using the NAFLD Activity Score and the Steatosis, Activity, and Fibrosis scoring systems. A Mann-Whitney test was used to compare the groups.

### Rhythm Analyses

Genes containing a sum of reads among the groups lower than 100 were excluded from the analysis. The principal component analysis method was used to assess possible outliers. No sample exclusion was performed, and all 96 samples were considered for the downstream analysis. 

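In a principal component analysis of the 500 most variable genes over all 96 libraries, the first component held 58.1% of the variance and diet explained 96.5% of it. Sex explained 78.6% of the second component, which held 16.2% of the variance, and genotype label 48.9% of the third, which held 5.80%. The largest distance of a library from the mean was 2.01 SD on the third component and 4.02 SD on component 4, which held 3.58% of the variance. The counts of 4 Y-linked genes and Xist were compared with the labelled sex, and 1 library, the female replicate 2 at ZT10 labelled Hep-Bmal1KO on cdHFD, had both low, with 6 and 4 counts.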

The remaining genes were log2 transformed in DESeq2 using the vs function.^42^ A total of 15,548 transcripts were considered for subsequent analyses. To analyze the diurnal patterns in gene expression, we employed 4 distinct algorithms: CircaN,^43^ JTK cycle,^44^ Metacycle,^45^ and DryR.^46^ CircaCompare was utilized for the comparative analysis of rhythmic parameters across different groups.^47^ For the evaluation of mesor and amplitude, CircaCompare was applied to fit a sine curve without the necessity for rhythmicity criteria fulfillment. Phase comparisons were specifically conducted for genes exhibiting robust rhythmicity. The algorithms CircaN, JTK cycle, and Metacycle were run within a CircaN framework, using standard settings and assuming a fixed 24-hour period. We established a threshold for rhythmicity significance at *P* < .01 for each analytical method. Subsequently, rhythmic genes identified in at least 1 of these methods were aggregated into a unified list for each group, and rhythm parameters were compared utilizing the CircaCompare algorithm using a *P* < .05.

### Enrichment Analysis

Gene lists were analyzed using the ClusterProfiler package in R environment, with the entire identified genes serving as the background dataset. For cases where identified biological processes exceeded 100 hits, the simplify function was applied with a cutoff value of 0.6 to streamline the results. In scenarios with fewer processes, only those involving more than 3 genes and exhibiting a *P* < .01 were considered for further analysis.

### Chromatin Immunoprecipitation–X Enrichment Analysis Version 3

TF prediction was performed using the online application ChIP-X Enrichment Analysis Version 3 (ChEA3; https://maayanlab.cloud/chea3/)^16^ using DRGs as input. Metabolic DRGs were selected using the Kyoto Encyclopedia of Genes and Genomes term “Metabolic Pathways.” Mean library rank was used. TFs were filtered for a score < 400.

### In Vitro Experiments

AML-12 cells, obtained from ATCC Biobank (catalog no. CRL-2254), were cultured in Gibco Dulbecco’s Modified Eagle Medium supplemented with Nutrient Mixture F12 (ThermoFisher), containing 1% penicillin–streptomycin, 1% insulin–transferrin–selenium (ThermoFisher), 10% non–heat-inactivated fetal bovine serum (FBS; ThermoFisher), and 10 nM dexamethasone (Sigma-Aldrich). Cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_. To mimic a steatosis condition, cells were cultivated in media without dexamethasone, and FBS was replaced by charcoal/dextrane-treated FBS (Hyclone). One hundred thousand cells were seeded per well in 12-well plates and 24 hours later received palmitate-BSA (0.25 mM, 7:1 Cayman Chemical). On the following day, cells were transfected with esiRNA against *Bmal1* (100 nM), *Chrebp* (100 nM), or both genes (200 nM) in addition to the negative control esiRNA (200 nM *Egfp*, Euphoria Biotech) using lipofectamine 3000 according to the manufacturer's recommendation (Thermofisher). Twenty-four hours after esiRNA addition, cells were collected and processed for transcriptome analysis (BRB-seq—see above) or flow cytometry, as described next.

Dual triglyceride and cholesterol labeling was performed as described before.^19^ In brief, cells were detached from the wells using Trypsin-EDTA (ThermoFisher), pelleted by centrifugation (500 × g per 5 min) and incubated sequentially with Zombie NIR dye (1:500 dilution, Biolegend), Bodipy-Cholesterol (1 μM, MedChem Express), and AdipoRed (0.3 μL per mL, Lonza) at room temperature. Each incubation step was combined with centrifugation (1000 × g per 3 minutes) and washing with PBS. Cells were then fixed in 4% paraformaldehyde for 30 minutes at room temperature and stored for flow cytometry analysis. Samples were assessed in Cytek Aurora at the Cell Analysis Core Facility (CAnaCore facility at the University of Lübeck). Data were acquired using predefined templates with adjustments for optimal event rates and detector gains. Spectral unmixing was applied using the manufacturer’s software with single-stained controls to resolve fluorescent populations. At least 10,000 events were captured for each sample. Gating strategies were implemented using FlowJO V10 software, with each gate clearly defined in terms of fluorescence.

### Differentially Expressed Genes and Clustering Strategy

DESeq2^42^ was used to analyze DEGs based on raw count data. Genes with counts lower than 25 were excluded. Pairwise comparisons, such as BSA vs palmitate, were performed using the Wald test with standard parameters (*Padj* < .1). To identify genes regulated by *Bmal1* and *Chrebp*, the likelihood ratio test was conducted in DESeq2. Unsupervised clustering was then applied using the complete method and Euclidean distance method. *Bmal1*- and *Chrebp*-specific target genes were further refined by applying a log2 fold change threshold (0.32) and ensuring that each gene was exclusively expressed in only 1 group. The resulting clusters were then subjected to functional enrichment analysis using clusterProfiler.

### Quantitative Polymerase Chain Reaction

RNA purity was confirmed by obtaining 280/260 and 260/230 absorbance ratios greater than 1.8 using a spectrophotometer. Up to 2 μg of the total RNA was reverse transcribed with random hexamer primers using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). qPCR was performed using the Go Taq qPCR Master Mix (Promega) using 50 ng of cDNA. The following amplification program was used on a Bio-Rad CFX96 cycler (Bio-Rad): 5 minutes at 94 °C, 45 cycles of 15 seconds at 94 °C, 15 seconds at 60 °C, and 20 seconds at 72 °C, and final extension for 5 minutes at 72 °C. After amplification, a melt curve was generated to verify product specificity by heating the product from 65 °C to 95 °C at 0.5 °C/s. For human gene expression, the TaqMan method with specific genes and probes (IDT) was employed. The qPCR conditions included an initial activation step of 5 minutes at 95 °C, followed by 15 seconds at 95 °C, and then 45 cycles of 60 seconds at 59 °C, and 30 seconds at 72 °C. All genes and probes are detailed in Table 1. Relative expression ratios for each transcript were calculated based on individual primer efficiencies using the Pfaffl method.^48^

**Table 1:** Primers and Probes for qPCR

Gene name	Access number	Sequence forward (5′–3′)	Sequence reverse (5′–3′)	Probe (5′–3′)
*Bmal1* (mouse)	NM_007489.4	ATC AGC GAC TTC ATG TCT CC	CTC CCT TGC ATT CTT GAT CC	
*Chrebp* (mouse)	NM_021455.5	CCT GCA TCG ATC ACA GGT CA	AGA CCA GCT TGC CAC TGT AAG	
*Eef1a1* (mouse)	NM_010106.2	TGC CCC AGG ACA CAG AGAC TTC A	AAT TCA CCA ACA CCA GCA GCA A	
*BMAL1* (human)	NM_001178.6	GCC ACC AAT CCA TAC ACA GA	AGT ATC TTC CCT CGG TCA CA	/5HEX/AA ACA CCT C/ZEN/A TTC TCA GGG CAG CA/3IABkFQ/
*PER3* (human)	NM_001289862.2	TCA TCA CCC TAC AGC TCC TAT C	GCT TGT GCT TCC CTT TCC T	/5TEX615/TC AGC AAG AAA GCA GGA GCA AAG C/3IAbRQSp/
*NR1D2* (human)	NM_005126.5	GGT AAT CCC AAG AAT GGT GAT CT	CAC AGT AGA ACC ATG CCA CTA A	/5Cy5/AT CGA GTG C/TAO/A CCT GGG ATG ACA AA/3IAbRQSp/
*HPRT* (human)	NM_000194.3	CGA GAT GTG ATG AAG GAG ATG G	GTA ATC CAG CAG GTC AGC AA	/56-FAM/AC AGA GGG C/ZEN/T ACA ATG TGA TGG CC/3IABkFQ/

qPCR, quantitative polymerase chain reaction.

### Carbohydrate-Responsive Element-Binding Protein Chromatin Immunoprecipitation–Polymerase Chain Reaction

Chromatin immunoprecipitation (ChIP) was performed as described previously.^49^ In short, small pieces of frozen liver tissue were pulverized in liquid nitrogen and underwent cross-linking in 1% formaldehyde for 10 minutes, followed by quenching with 1/20 volume of 2.5 M glycine solution. Nuclear extracts were prepared by homogenizing in 20 mM HEPES, 0.25 M sucrose, 3 mM MgCl2, 0.2% IGEPAL CA-630, 3 mM β-mercaptoethanol, complete protease inhibitor tablet (Roche). Chromatin fragmentation was performed by sonication in 50 mM HEPES, 1% sodium dodecyl sulfate, and 10 mM EDTA, using a Bioruptor (Diagenode) for 20 cycles of 30 seconds at the highest level. Cross-linked chromatin was immunoprecipitated in 50 mM HEPES/NaOH at pH 7.5, 155 mM NaCl, 1.1% Triton X-100, 0.11% Na-deoxycholate, 1 mM EDTA, and complete protease inhibitor tablet, using 3 μg anti-ChREBP (Novus Bio NB400-135) antibody overnight. Input sample was taken before adding the antibody. Antibodies were precipitated with a 33% slurry of precleaned protein A Sepharose beads in 0.5% BSA/PBS for 2 hours. Crosslinking was reversed overnight at 65 °C, and DNA was isolated using phenol/chloroform/isoamyl alcohol extraction. Enrichment of genomic sites in input and ChREBP ChIP was determined by qPCR, normalized to a site near the Ins gene, and evaluated using standard curves for each primer pair. Data were normalized to a site near the Ins gene (−0.3 kb) that is not bound by ChREBP and percent of input was calculated by relating ChIP results to the abundance of each site in the respective input chromatin.

The following primers were used: mIns −0.3 kb Fw: CTTCAGCCCAGTTGACCAAT; mIns −0.3 kb Rv: AGGGAGGAGGAAAGCAGAAC; mTxnip −0.2 kb Fw: CCGAACAACAACCATTTTCC, mTxnip −0.2 kb Rv: CGTGCACAGTTCTCCCATT; mPklr +0.23 kb Fw: CTCTGCAGACAGGCCAAAG; mPklr +0.23 kb Rv: TGCCAATGGAAGCCTTGTA; mKlf10 +1.3 kb Fw: GCATGTGAACAAAGCGTGAT; mKlf10 +1.3 kb Rv: TGCTCAGGAAGTAGGGGAAA. Two-way ANOVA followed by Bonferroni post-test was used to analyze the data. *Padj* < .05 was deemed significant.

### Correlation Analyses

Hepatic cholesterol levels, gene expression, and clinical data were analyzed for correlations (Spearman) using the corrplot package. Correlations were deemed significant with a *P* < .05.

### Statistical Analyses

Samples were only excluded upon technical failure. Analyses were performed in RStudio (v. 4.2.1) or Prism software (v. 10.3.1). Specific statistical tests are described in each subsection.

## Declaration of Generative AI and AI-Assisted Technologies in the Writing Process

During the preparation of this work, the authors used Grammarly to improve readability and language. After using this tool/service, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

How the deposited data were processed for this re-analysis (not part of the article)

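Livers of 96 mice were measured by BRB-seq, 24 mice for each combination of the labels Hep-Bmal1WT or Hep-Bmal1KO with NC or cdHFD, 4 at each of ZT 2, 6, 10, 14, 18, and 22. The authors sequenced the 3′ portion of the mRNA, separated the samples by barcode with the BRB-seq tools, aligned the reads to mm10 with STAR, and deposited raw counts per gene without normalization. The methods name HTSeq as well as FeatureCounts for the counting, and the entries for unassigned reads in the table carry the names that HTSeq gives them. Whether reads of the same original molecule were collapsed is not stated in the paper's text, so reads were treated as counts without molecular identifiers, and the precision set by depth covers counting error only. Between 1861740 and 9718615 reads per library were counted on genes, with a median of 6412078. The genotype, diet, ZT, and sex of each library were taken from its deposited label. Of the 55487 genes in the table, the 15548 with a sum of at least 100 counts over the 96 libraries were kept, which is the paper's own number of transcripts.

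The work was done in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Rhythm parameters were computed on values from DESeq2's variance-stabilizing transformation over all 96 libraries without use of the groups. A gene was called rhythmic in a group of 24 libraries when the unadjusted p was under 0.01 in the cosinor F test, in JTK_CYCLE, or in edgeR's quasi-likelihood test of a cosine and a sine term with a period of 24 hours. Of the paper's 4 methods only JTK_CYCLE was run, since CircaN, MetaCycle, and DryR were not available. Mesor, amplitude, and phase were compared with the CircaCompare model, refitted by least squares with delta-method standard errors, at an unadjusted p under 0.05, as in the paper. Mesor and amplitude were compared for genes rhythmic in at least 1 of the groups and phase for genes rhythmic in both. Mean differences over a list of genes were tested by shuffling the genotype labels of the mice within each ZT, two-sided, with 100000 resamples for the reported values and 10000 for the alternatives.

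Genotype was also tested on the counts with edgeR's quasi-likelihood test after TMM normalization, with ZT as a factor and Benjamini-Hochberg adjustment over all genes tested, within each diet. The same test was used for the terms of genotype with cosine and sine, for genotype by diet over all 96 libraries, and for genotype by sex within each diet. Log2 fold changes are Hep-Bmal1KO labels against Hep-Bmal1WT labels unless stated. Expression is given in CPM after TMM scaling, with the SD over libraries, which includes the variation over the day where all ZTs are pooled. Gene positions are from the RefSeq annotation of GRCm38.p6.

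The rule for naming genes covered those the paper names for these mice, the 5 genes of each diet with the smallest p among those with an absolute log2 fold change of at least 1 and the same direction at all 6 ZTs, and the 3 genes of smallest p in each direction of each interaction test. Some genes that the paper names for these mice are not reported here, and counts over its lists of genes are over the genes reported. For a process, the genes the paper's supplementary tables list under it were summarised as a set, and no enrichment was recomputed, since no database of gene annotations was at hand. For the same reason the prediction of transcription factors was not repeated.

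On counts simulated with the depths of these libraries, edgeR's test found 91.5% of 200 genes changed by 1 log2 unit, and 3.68% of its 190 calls were false. JTK_CYCLE, the cosinor test, and edgeR's test together called 94.0% of 200 rhythms with an amplitude of 1 log2 unit in 1 group. Weaker rhythms and the genes with the lowest counts were not simulated. Shared rhythms were simulated with an earlier phase in 1 genotype. Their median phase difference was -3.01 hours, close to the simulated shift. Of 327 simulated flat genes called rhythmic in at least 1 group, 14.7% had a different amplitude at an unadjusted p under 0.05.

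The sex label was checked with the Y-linked genes Ddx3y, Uty, Kdm5d, and Eif2s3y and with Xist. The genotype label was checked with the position of each library between the medians of the other libraries of both labels at its own diet and ZT, on log2 CPM with a prior count of 2. This check was added after the expression of clock genes in some libraries had been seen. No library was left out, moved, or regrouped.

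The alternatives set before the data were examined were each rhythm test alone, thresholds on adjusted p, log2 CPM in place of the transformed values, DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, a filter of at least 10 counts in at least 24 libraries, no filter beyond 1 count, sex as a covariate, each sex alone, all genes in place of rhythmic genes, and each replicate number left out in turn. The replicate numbers were given in the order of the mouse numbers within each group and ZT, and pair no mice. A variance-stabilizing transformation with the 4 groups as design was added after the transformed values had been compared with Supplementary Table 1. Other variance-stabilizing transformations, which differed in the design, the fit of the dispersion, the genes, or the libraries used, were compared with that table before this one was chosen.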

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

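The tests of the 7 libraries, of the library plate, of the sex labels on NC, of the cholesterol synthesis genes, and of the clock phase between diets, and the shuffled splits for mesor, amplitude, and phase and for the rhythm change on NC, were chosen only after the result was seen, and the other tests before their results were seen.

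In 7 of the 96 libraries, the 10 clock genes and the 20 further genes both lie nearer the other genotype than the label. On NC, 2 of these libraries are labelled Hep-Bmal1WT and 2 Hep-Bmal1KO, and on cdHFD 2 are labelled Hep-Bmal1WT and 1 Hep-Bmal1KO. On the 20 further genes, every other NC library labelled Hep-Bmal1WT lies at 0.40 or below and every other one labelled Hep-Bmal1KO at 0.62 or above, with 0.34 and 0.43 on cdHFD. The 10 clock genes leave no such gap, as 13 of the 96 libraries lie nearer the other genotype on them. Among these is the female replicate 3 at ZT22 labelled Hep-Bmal1WT on NC, at 0.72. A mislabelled sample is a candidate explanation, with 7 libraries past the midpoint of 0.5 on both gene lists. An exchange between sexes is not seen, as 0 of the 7 carry sex markers against their label. Low depth does not account for them, as 1 of the 7 has the lowest total of its 4 mice. Incomplete deletion of Bmal1 could concern only libraries labelled Hep-Bmal1KO, and 4 of the 7 are labelled Hep-Bmal1WT. A biological explanation was not tested, since the counts over the 3′ ends of Arntl do not measure the deleted part of the gene. The genotype differences and the patterns below were computed with these libraries under their labels, and how much they change each of them was not tested beyond the fits that left out one replicate number. The column of the library plate does not account for these 7 libraries, which lie apart from their own label while each column holds a single genotype. For the genotype differences of other genes it cannot be told apart from the genotype, as 0 of the 12 plate columns hold both genotypes and 0 hold both diets.

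Within groups of 4 mice, 96 tests of total counts on genes, the percent of counts on genes, detected genes, and Arntl found 8 libraries far from the other 3 in their group, and chance gives about 5% of the tests. The totals on genes that stood apart were 5990901 for the male replicate 3 at ZT10 and 4243905 for the male replicate 2 at ZT22, both labelled Hep-Bmal1KO on cdHFD, and 6470269 for the male replicate 1 at ZT10 labelled Hep-Bmal1WT on cdHFD. The numbers of detected genes that stood apart were 16998 for the male replicate 1 at ZT18 labelled Hep-Bmal1KO on cdHFD, 14475 for the male replicate 3 at ZT6 labelled Hep-Bmal1KO on NC, and 15353 for the female replicate 3 at ZT10 labelled Hep-Bmal1WT on NC. The log2 CPM of Arntl stood apart at 2.55 for the male replicate 4 at ZT14 labelled Hep-Bmal1KO on cdHFD and at -0.85 for the female replicate 1 at ZT10 labelled Hep-Bmal1KO on NC, and the latter is among the 7 libraries. No biological explanation was tested for these.

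The genotype difference across ZT differed between the diets for 473 genes, 162 in the positive and 311 in the negative direction, at an adjusted p under 0.05 in edgeR's interaction test. Of 75 splits with shuffled genotype labels, 1 gave as many genes, the real one. The smallest p values belonged to Gstm6 with an interaction of -1.15, Fdft1 with -0.90, and Mvk, and in the other direction to Col27a1 with 2.32, Serpine2 with 2.15, and Praf2 (log2). For Gstm6 and Gstm2 on NC, reads shared between paralogs remain an explanation, since all 5 other Gstm genes were higher as well.

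Fdft1 and Mvk belong to cholesterol synthesis, and a list of 19 genes of this pathway was written after they had been seen. The mean difference of the list between genotype labels was 0.56 on NC (p = 1e-05, permutation test, the smallest p the resamples can give) and -0.074 on cdHFD (p = 0.066, permutation test), and 19 of 19 genes had an interaction under 0. The mean interaction was -0.63 (p = 1e-05, permutation test, again the smallest possible). With DESeq2's size factors the median interaction was -0.64, against -0.65 with TMM. The median of all genes was 0.024 and 0.012. A scaling shifts all genes alike, so it does not account for the difference of the list from all genes. From NC to cdHFD, the genes changed by a median of -2.17 in livers labelled Hep-Bmal1WT, lower for 19 of 19, so a diet that lowers these genes in both genotypes may leave less room for the difference, and this explanation remains. A difference was still measured for Fdft1 on cdHFD, in the other direction than on NC, with a log2 fold change of -0.27 (adjusted p = 0.010 in edgeR's test), lower at all 6 ZTs.

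The 10 markers of stellate cells had a mean interaction of 0.35 (p = 0.0098, permutation test), with a mean of -0.0036 on NC and 0.34 on cdHFD, where 7 of 10 were higher under the label Hep-Bmal1KO at an adjusted p under 0.05 in edgeR's test. Their median log2 fold change on cdHFD was 0.39, so more RNA from stellate cells may contribute to the higher wound healing genes on cdHFD. The median of 10 macrophage markers on cdHFD was 0.025, and their mean was 0.015 (p = 0.84, permutation test), so no shift of the list was detected. Single markers went both ways, with 1 higher and 1 lower at an adjusted p under 0.05 in edgeR's test. The list therefore does not decide whether RNA from macrophages contributes.

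The phase shift of Per1, Per2, Nr1d1, Nr1d2, and Dbp differed between the diets by 2.76 hours (p = 4.8e-04, permutation test), from -0.74 hours on NC to 2.01 hours on cdHFD. With each replicate number left out in turn, the difference stayed between 2.11 and 3.33 hours. It was 3.00 hours in males and 2.73 hours in females. The shift of these genes on NC alone had a p of 0.22 (permutation test). Each shift is relative to the label Hep-Bmal1WT on the same diet. Under both labels, the fitted peaks of Per1, Per2, Nr1d1, and Nr1d2 were earlier on cdHFD than on NC, and they moved less under Hep-Bmal1KO. Over the 177 genes rhythmic in all 4 groups, the mean shift was -1.21 hours on NC (p = 0.0081, permutation test) and 0.35 hours on cdHFD (p = 0.40, permutation test), a difference of 1.56 hours (p = 0.017, permutation test), so the diet on which a shift was detected depends on the genes.

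On NC, the genotype difference depended on sex for 53 genes, 21 in the positive and 32 in the negative direction, and 1 of 100 splits with shuffled sex gave as many. The smallest p values belonged to Cbr1 with -1.13, Cyp4a10 with -1.63, and Aldh3a2 with -1.30, and in the other direction to Gstp3 with 0.78, Prlr with 0.93, and Chic1 with 2.17 (log2). A mislabelled sex does not account for it, as 0 of the 48 NC libraries have sex markers against their label. On cdHFD the count was 0, so that all 100 splits gave as many whatever the data. At an unadjusted p under 0.05 the real split gave 1266 genes on cdHFD, and 4 of 100 splits gave as many, while on NC it gave 1327 genes, and 9 of 100 splits gave as many. Whether the sex dependence itself differs between the diets was not tested. With replicate 4 left out, the count on NC was 0. Of the 4 NC libraries at the position of the other genotype, all but the male replicate 3 at ZT6 labelled Hep-Bmal1WT are female. These libraries are spread unevenly over the sexes, so their part in the sex dependence on NC is not ruled out.

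Among the genes with no rhythm detected here in either label, 1080 genes on NC and 1013 on cdHFD differed between genotype labels across ZT at an adjusted p under 0.05 in edgeR's test, 621 and 534 of them higher under the label Hep-Bmal1KO. Some of these genes are among those the paper compares, such as Mlxipl, Cebpa, and Hnf4a on cdHFD. No biological explanation was tested for these genes.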

How the results depend on the processing

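No library was left out or moved for its expression, and no alternative leaves out all of the 7 libraries that lie at the position of the other genotype. The fit without replicate 1 leaves out 3 of them, that without replicate 3 another 3, that without replicate 4 leaves out 1, and that without replicate 2 none, each together with the other libraries of that number. The alternatives were set before the data were examined, except the variance-stabilizing transformation with the 4 groups as design, which was chosen after seeing the data. A count is called changed where it moved by more than 1.5 times. For the results that changed, the cause was not tested. No paired analysis was possible because the replicate numbers, given in the order of the mouse numbers within each group and ZT, pair no mice.

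The counts of rhythmic genes on NC changed with JTK_CYCLE alone, to 1548 genes rhythmic only under the label Hep-Bmal1WT, 416 only under Hep-Bmal1KO, and 314 in both. With rhythmicity at an adjusted p under 0.05, the last 2 counts were 227 and 480. Across the 4 fits that each left out one replicate, the genes rhythmic in both labels numbered from 467 to 580.

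With a threshold on the adjusted p, 788 genes had a changed mesor, 11 a changed amplitude, and 13 a changed phase on NC, and 459, 7, and 23 on cdHFD. With all genes in place of the rhythmic ones, 3447 genes on NC and 3280 on cdHFD had a changed mesor. Across the 4 fits that each left out one replicate, the counts on NC at an unadjusted p under 0.05 were from 774 to 980 for mesor. They were from 352 to 530 for amplitude and from 37 to 100 for phase. On cdHFD they were from 558 to 637 for mesor and from 63 to 84 for phase. Between the diets under the label Hep-Bmal1WT they were from 2130 to 2552.

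In edgeR's test of genotype, females alone gave 578 genes on NC and 647 on cdHFD, and males alone 802 on cdHFD. Leaving out one replicate gave from 977 to 1473 genes on NC and from 699 to 1249 on cdHFD. The test of genotype by diet gave from 154 to 349 genes when one replicate was left out.

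The test of a change of rhythm on the counts rested on few genes. On NC it gave 0 genes with at least 10 counts in 24 mice, 137 with no filter, 39 in females, 29 in males, and from 0 to 68 when one replicate was left out, beside 1247 genes at an unadjusted p under 0.05 under the reported setting. On cdHFD it gave 9 genes with at least 10 counts in 24 mice, 164 with no filter, 22 with DESeq2, 0 in females, and from 16 to 47 when one replicate was left out, beside 966 at an unadjusted p under 0.05. The test of genotype by sex gave 81 genes with DESeq2 and from 0 to 61 when one replicate was left out on NC. On cdHFD it gave 0 genes under the reported setting, beside 1266 at an unadjusted p under 0.05, 12 with DESeq2, and from 0 to 8 when one replicate was left out.

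The mean amplitude difference of the genes rhythmic in both labels was -0.022 in males (p = 0.69, permutation test) and from -0.126 to -0.083 when one replicate was left out. Their mean phase difference was -0.79 hours in females (p = 0.074, permutation test). The mean amplitude difference of the core clock genes was -0.46 in females (p = 0.13, permutation test) and from -0.65 to -0.50 when one replicate was left out. Their mean phase difference was reversed in males, at 1.00 hours over 4 genes, while the same 5 genes as in the reported value gave -1.10 hours in males.

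Of the results for single genes, 4 were reversed. The amplitude difference of Cyp7a1 on cdHFD was 0.12 in males, and the amplitude difference of Per1 on NC was 0.076 in females, 0.023 with log2 CPM, and 0.29 in the fit without one replicate that lay farthest toward the other sign. Among the other comparisons of single genes with an alternative, 422 kept their direction and their side of the threshold, 86 were weaker, and 4 were stronger.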

Differences from the paper's values

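In these comparisons, the counts were taken to differ where one was more than 1.5 times the other. The paper's calls of rhythmicity rest on 4 methods, of which JTK_CYCLE was run.

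The paper reports 1327 genes rhythmic only in Hep-Bmal1KO mice on NC, against 738 found here, and 3224 genes rhythmic in both genotypes, against 915. The paper's share of shared rhythmic genes is given as 50%, against 22.1% of the genes rhythmic in at least 1 label. None of the alternatives set before the data were examined closed these gaps, and neither did the transformation with the 4 groups as design, chosen after seeing the values, with 737 and 917 genes. With log2 CPM the counts were 747 and 919.

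The paper reports 2168 genes with a changed mesor on NC, against 1339 here, and 1631 on cdHFD, against 908. None of the alternatives set before the data were examined came within 1.5 times of the paper's values. The nearest below were 1392 on NC and 933 on cdHFD with sex as a covariate, and with all genes in place of the rhythmic ones the counts of 3447 and 3280 lay above the paper's. The paper reports 450 genes with a changed phase on NC, against 124 here, and 376 on cdHFD, against 119. The largest counts among the alternatives were 134 and 130 with sex as a covariate, and none closed the gap. Phase was compared only for genes rhythmic in both genotypes, on NC 3224 in the paper and 915 here. The mesor counts are likewise over rhythmic genes, of which the paper called more on NC. The counts on NC therefore come from sets of unlike size, and part of these gaps may lie in the calls of rhythmicity.

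The mean phase difference of the genes rhythmic in both genotypes is about -0.68 hours in the paper's Fig. 1D, read by eye, against -1.08 hours here. Among the alternatives set before the data were examined, females alone gave -0.79 hours and the fit without replicate 1 gave -0.96 hours, both within the error of 0.318 hours from the fits that each left out one replicate. The other alternatives did not come within it. The mean phase difference of the core clock genes, which the paper describes as a tendency, had a p of 0.22 in the permutation test here, and its size did not differ from the paper's by more than its error.

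The paper lists Cyp7a1 among the genes with a reduced mesor on cdHFD, and its mesor difference here was 0.18 (p = 0.33). It stayed above 0 under every alternative run for this gene, from 0.060 to 0.28. Of the clock genes whose amplitude the paper describes as reduced on NC, Npas2 had a difference of -0.66 (p = 0.090) and Nr1d2 of -0.40 (p = 0.17). Males alone gave -1.04 (p = 0.0042) for Npas2, and no alternative gave a p under 0.05 for Nr1d2. For Foxp1, shown by the paper with a reduced amplitude, the p was 0.052, and it was 0.0022 in females alone, 0.021 with sex as a covariate, and 0.049 with the transformation with the 4 groups as design, which was chosen after seeing the values. The genes that the paper lists for break-induced double-strand break repair as changed rhythmic genes had no detected rhythm here, for 6 of 6.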

Other observations

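The tests of low counts and the shuffled splits for mesor, amplitude, and phase and for the rhythm change on NC were chosen after the result was seen, and the other tests in this part before their results were seen.

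The mice were split at random into groups of the same sizes, 100 times per comparison with the real split included. With ZT shuffled within the genotype labels on NC, 1 split, the real one, gave as many genes rhythmic only under Hep-Bmal1WT, only under Hep-Bmal1KO, and in both. The highest counts of the other splits were 695, 546, and 86 genes. Since plate position follows ZT within each label on NC, these splits cannot tell ZT from plate position. With genotype shuffled within ZT on NC, 1 split gave as many genes with a changed mesor and 1 as many with a changed amplitude, with highest counts of 484 and 588 in the other splits. For phase, 4 of the 100 splits gave as many genes, with up to 215. On cdHFD, 1 split gave as many for mesor, 2 for amplitude, with up to 445 genes, and 6 for phase, with up to 128 genes. The number of genes with a changed phase on cdHFD at an unadjusted p under 0.05 therefore cannot be told apart from chance. After adjustment, the real split gave 23 genes with a changed phase on cdHFD, and other splits gave more, with 24, 27, and 34. For NC the adjusted number was 13, and other splits gave as many or more, with 13, 13, 22, and 40. Between the diets under the label Hep-Bmal1WT, 1 split gave as many genes.

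In edgeR's test of genotype, 1 of 100 splits gave as many genes on NC and 1 on cdHFD, with up to 122 and 17 genes in the other splits. For the change of rhythm on the counts, 2 of 100 splits gave as many on each diet, with up to 69 genes on NC and 69 on cdHFD. At an unadjusted p under 0.05, the real split gave 966 genes on cdHFD, and other splits gave more, with 986, 1018, 1038, 1477, and 1787. By this count, the rhythm change on cdHFD cannot be told apart from chance. The real split on NC gave 1247 genes, and other splits gave more, with 1350 and 1485. All these splits mix libraries of both labels. Those of the genotype test show that the labels carry signal, and they leave open whether each label is right.

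Of the genes past the count test of a rhythm change, 23.0% on NC and 40.9% on cdHFD had a mean under 10 counts. Across all genes tested for these diets the shares were 31.2% and 22.8%. With the filter of at least 10 counts in 24 mice, the number of genes went from 61 to 0 on NC and from 66 to 9 on cdHFD, and the cause was not tested. On NC the genes had a median mean count of 37.6, against 36.8 for all genes, so their mean counts were not low as a group. A mean does not show in how many mice a gene was counted. As 0 genes passed with the filter, low counts in part of the mice are not ruled out. On cdHFD their median mean count was 13.4, lower than that of all genes, and the result cannot be told apart from an effect of low counts.

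The larger number of genes rhythmic only under the label Hep-Bmal1WT was tested against depth. With every NC library thinned to the same total, the ratio to the genes rhythmic only under Hep-Bmal1KO was 3.47, so the depth does not account for it. Without the 10 most abundant genes, edgeR's test gave 1952 genes on NC, against 1960 with them.

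The paper reports higher occupancy of CHREBP at the promoters of Txnip, Pklr, and Klf10 at ZT6 in Hep-Bmal1KO mice. The hypothesis that higher occupancy raises their RNA at ZT6 was tested in the livers of both diets, and 1 of the 6 comparisons was higher under the label Hep-Bmal1KO, Pklr on NC with a difference of 0.42 log2 CPM (n = 4 per label, exact permutation p = 0.29). Pklr on cdHFD was lower by -0.63 (n = 4 per label, exact permutation p = 0.029, adjusted p = 0.17 over the 6 comparisons). This is the smallest p that 4 mice against 4 allow, so a single comparison could not pass the adjustment. At ZT6 on NC, the male replicate 3 labelled Hep-Bmal1WT and the female replicate 4 labelled Hep-Bmal1KO lie at the position of the other genotype. With 4 mice per label, the NC comparisons at ZT6 therefore do not decide the hypothesis. Across ZT, Pklr was lower under the label Hep-Bmal1KO on both diets in edgeR's test, with log2 fold changes of -0.51 (adjusted p = 5.5e-04) on NC and -0.42 (adjusted p = 0.0029) on cdHFD. In the same test, Klf10 had -0.70 (adjusted p = 0.036) on NC and -0.087 (adjusted p = 0.74) on cdHFD, and Txnip had -0.31 (adjusted p = 0.11) and 0.068 (adjusted p = 0.79).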
